# Reprogramming of synovial macrophage metabolism by synovial fibroblasts under inflammatory conditions

**DOI:** 10.1186/s12964-020-00678-8

**Published:** 2020-11-30

**Authors:** Noritaka Saeki, Yuuki Imai

**Keywords:** Rheumatoid arthritis, Synovial macrophage, Synovial fibroblast, Metabolic reprogramming, Chronic inflammation

## Abstract

**Background:**

Macrophages adapt to microenvironments, and change metabolic status and functions to regulate inflammation and/or maintain homeostasis. In joint cavities, synovial macrophages (SM) and synovial fibroblasts (SF) maintain homeostasis. However, under inflammatory conditions such as rheumatoid arthritis (RA), crosstalk between SM and SF remains largely unclear.

**Methods:**

Immunofluorescent staining was performed to identify localization of SM and SF in synovium of collagen antibody induced arthritis (CAIA) model mice and normal mice. Murine arthritis tissue-derived SM (ADSM), arthritis tissue-derived SF (ADSF) and normal tissue-derived SF (NDSF) were isolated and the purity of isolated cells was examined by RT-qPCR and flow cytometry analysis. RNA-seq was conducted to reveal gene expression profile in ADSM, NDSF and ADSF. Cellular metabolic status and expression levels of metabolic genes and inflammatory genes were analyzed in ADSM treated with ADSM-conditioned medium (ADSM-CM), NDSF-CM and ADSF-CM.

**Results:**

SM and SF were dispersed in murine hyperplastic synovium. Isolations of ADSM, NDSF and ADSF to analyze the crosstalk were successful with high purity. From gene expression profiles by RNA-seq, we focused on secretory factors in ADSF-CM, which can affect metabolism and inflammatory activity of ADSM. ADSM exposed to ADSF-CM showed significantly upregulated glycolysis and mitochondrial respiration as well as glucose and glutamine uptake relative to ADSM exposed to ADSM-CM and NDSF-CM. Furthermore, mRNA expression levels of metabolic genes, such as *Slc2a1, Slc1a5, CD36*, *Pfkfb1, Pfkfb3* and *Irg1*, were significantly upregulated in ADSM treated with ADSF-CM. Inflammation marker genes, including *Nos2, Tnf, Il-1b* and *CD86*, and the anti-inflammatory marker gene, *Il-10*, were also substantially upregulated by ADSF-CM. On the other hand, NDSF-CM did not affect metabolism and gene expression in ADSM.

**Conclusions:**

These findings suggest that crosstalk between SM and SF under inflammatory conditions can induce metabolic reprogramming and extend SM viability that together can contribute to chronic inflammation in RA.

**Video Abstract**

## Background

Inflammation is a biological defense system to maintain homeostasis, but excessive inflammation such as that present in autoimmune diseases like rheumatoid arthritis (RA) induces onset and progression of pathological status. Among immune cells, macrophages are heterogenous and play multiple roles in several tissues to control inflammation and maintain homeostasis [1]. Macrophage heterogeneity has been shown to depend on microenvironmental stimuli in tissue niches [2–5]. Two types of activated macrophages, classically (M1) and alternatively (M2) activated, contribute to inflammation. M1 macrophages are induced experimentally by IFN-γ and lipopolysaccharide (LPS) and exhibit pro-inflammatory functions. Meanwhile, M2 macrophages, which are induced by IL-4, IL-10 or IL-13, associate with anti-inflammation, wound healing and tissue repair [6, 7]. These characteristics have also been shown to be involved in metabolic reprogramming of macrophages [7, 8]. In M1 macrophages, glycolysis is enhanced although tricarboxylic acid (TCA) cycle is dysregulated at least two key points [6, 9, 10]. These metabolic features of M1 macrophages contribute to production of inflammatory cytokines and nitric oxide (NO) [7, 11] that are related to the cytotoxic activities of M1 macrophages. M2 macrophages have increased rates of mitochondrial respiration and fatty acid uptake. However, the studies that demonstrated the relationships between metabolic status and M1/M2 macrophage plasticity have been revealed largely in vitro experiments conducted under static conditions [7, 12]. Recent studies suggested that the metabolic status and functional phenotypes of macrophages in vivo are more complex and are dependent on tissue type and disease conditions [3, 5, 7, 12, 13]. Thus, macrophage behavior can vary with tissue-specific microenvironments such as those found in the peritoneal cavity [3] and in tumors [13], but the relationship between tissue microenvironment and metabolic status in macrophages in vivo remains unclear.

Rheumatoid arthritis (RA) is a chronic inflammatory autoimmune disease. Persistent inflammation in synovial joints leads to synovium hyperplasia and progressive bone destruction [14]. The synovium lies on the inner surface of the joint capsule and has two main types of resident cells, synovial macrophages (SM) and synovial fibroblasts (SF). Under normal conditions the synovial membrane is thin, but in inflammatory joint diseases the membrane thickness increases due to proliferation of synovial cells and infiltration of immune cells from the blood into synovial tissue [14]. In RA synovium, cell–cell interactions between SM and SF are reported to accelerate disease progression [15–17]. Activated SM produce pro-inflammatory cytokines to affect surrounding cells in a paracrine and/or autocrine manner, whereas activated SF produce various kinds of inflammatory mediators, including chemokines and osteoclastogenic-factors [15–17]. Thus, crosstalk between SM and SF could affect the inflammatory status of the RA synovium, although the mechanisms underlying regulation of SM plasticity including how SM metabolic status might be altered by the synovial microenvironment in RA is largely unknown.

In this study, we modified the method to isolate SM and SF derived from synovial tissue of normal and arthritis model mice and used both primary synovial cells to demonstrate that metabolic reprogramming and immunological activation of SM can be induced by secretory stimulations from SF under inflammatory conditions.

## Methods

### Antibodies

The primary antibodies used included: rabbit monoclonal antibody against F4/80 (Cell Signaling Technology, Cat. No. 70076); rat monoclonal antibody against ER-TR7 (Abcam, Cat. No. ab51824); rat monoclonal antibody against Podoplanin (Pdpn; Wako, Cat. No. 015-24111); mouse monoclonal antibody against Nos2 (iNOS; R&D systems, Cat. No. MAB9502); rat monoclonal antibody against Nos2 (BioLegend, Cat. No. W16030C); and goat polyclonal antibody against Tnf (Santa Cruz, Cat. No. sc-1347). The secondary antibodies used included: Alexa Fluor488-conjugated goat anti-rabbit IgG, Alexa Fluor555-conjugated donkey anti-goat IgG, Alexa Fluor568-conjugated goat anti-mouse IgG and Alexa Fluor568-conjugated goat anti-rat IgG purchased from Molecular Probes. Rat monoclonal antibody against CSF1 (A16063L) and CSF2 (MP1-22E9) were purchased from BioLegend for use as neutralizing antibodies. Flow cytometry antibodies used included: PE-conjugated rat antibody against F4/80 (TONBO, BM8.1); PE-conjugated rat antibody against CD11b (TONBO, M1/70); PE-conjugated armenian hamster antibody against CD3e (TONBO, 145-2C11); PE-conjugated rat antibody against Ly6G (BioLegend, RB6-8C5); FITC-conjugated rat antibody against CD45 (BioLegend, 30-F11).

### Experimental arthritis model mice

Female C57BL/6 mice were housed in a specific-pathogen-free facility under climate-controlled conditions with a 12-h light/dark cycle, and were provided with water and standard diet (MF, Oriental Yeast, Japan) ad libitum. To induce collagen antibody induced arthritis (CAIA), 5 mg of anti-collagen 2 monoclonal antibody cocktail (Chondrex, USA, Redmond) was administered on day 0, followed by 50 μg of LPS on day 3; both agents were given intraperitoneally. After 10 days of induction, swollen tissue was used for histological analysis and primary culture.

### Histological analysis

Normal and CAIA mice were anesthetized and then euthanized with reflux flow of PBS. For paraffin embedding of tissues, knee joint samples were fixed overnight with 4% PFA-PBS followed by decalcification with 0.5 M EDTA. The samples were embedded in paraffin after dehydration and the paraffinized samples were cut with a microtome (RM2255, Leica Biosystems) into 6–7 μm thick sections that were then deparaffinized. For hematoxylin–eosin (H.E.) staining, deparaffinized sections were stained with Carazzi’s hematoxylin for 10 min, followed by staining with eosin Y for 10 min. For immunofluorescent staining, antigen retrieval was performed by incubation in citrate buffer (pH 7.0) for 60 min at 80–90℃ followed by blocking with 1% BSA-0.02% Triton X-PBS for 60 min. Sections were then incubated with primary antibodies diluted 1:200 (anti-F4/80) or 1:100 (anti-Tnf, anti-Nos2, anti-ER-TR7 and anti-Pdpn) overnight at 4 °C After washing, sections were incubated with 5 μg/mL secondary antibodies (Alexa Fluor488-conjugated goat anti-rabbit IgG, Alexa Fluor555-conjugated donkey anti-goat IgG, Alexa Fluor568-conjugated goat anti-mouse IgG and Alexa Fluor568-conjugated goat anti-rat IgG) for 1 h at room temperature. All sections were stained with 4′,6-diamidino-2-phenylindole (DAPI; 5 μg/mL) mixed with the secondary antibodies.

### Isolation of murine primary synovial cells

To obtain primary synovial cells from murine ankle tissue, isolation of synovial fibroblasts (SF) and tissue resident macrophages were performed as previously reported with slight modification [18, 19]. Briefly, normal and CAIA ankles were harvested by dislocation and treated with 1 mg/mL collagenase type IV (Sigma, USA) in Dulbecco’s Minimum Essential Medium GlutaMax (DMEM GlutaMax, Gibco, USA) supplemented with 10% fetal bovine serum (FBS, Gibco) and 1% antibiotic–antimycotic solution (anti-anti, Gibco) for 1–2 h before filtration with a 40 μm cell strainer (Falcon). To obtain normal tissue-derived SF (NDSF) and arthritis tissue-derived SF (ADSF), filtered cells were cultured on a culture dish (TPP, Switzerland) that was pre-coated with collagen (Type I-C, Nitta gelatin, Japan) in DMEM GlutaMax supplemented with 10% FBS and 1% anti–anti solution. After 1 h, non-adherent cells were transferred to another collagen-non-coated dish and adherent cells on collagen-coated dish were cultured in new medium for 4–5 days to expand the numbers with medium change every 2 days. To obtain arthritis tissue-derived synovial macrophages (ADSM), the transferred cells including ADSM, ADSF and other lymphocytes were co-cultured. After 24 h, non-adherent cells were removed and adherent cells on collagen-non-coated dish were cultured for 1–2 weeks to expand the numbers with medium change every 2 days. Then, fibroblastic cells were detached by treatment with 0.05% trypsin in Hanks' Balanced Salt Solution (HBSS) and removed by washing gently. Macrophage-like cells remaining on the dish were maintained for several days in DMEM GlutaMax supplemented with 10% FBS and 1% anti–anti solution before use for some experiments. To collect conditioned medium (CM), SF and SM were first cultured in DMEM GlutaMax without FBS for 3 days and the spent medium were centrifuged at 2000×*g* for 10 min. Some resulting supernatants were pooled and used as the CM. All cells were cultured at 37 °C in a humidified atmosphere of 5% CO_2._

### Real time RT-PCR

Total RNA was extracted with Isogen (Nippon gene, Japan) and RNeasy spin column kits (Qiagen, USA). First-strand cDNA was synthesized from total RNA using PrimeScript RT Master Mix (Takara Bio, Inc.) and subjected to real time RT-PCR using TB Green Premix Ex Taq II (Takara Bio, Inc.) with Thermal Cycler Dice (Takara Bio, Inc.) according to the manufacturer’s instructions. Gene expression levels were normalized relative to those of the housekeeping gene *Rplp0*. Primer sequences for each gene are listed in Additional file 1: Table S1.

### Flow cytometry

Primary cultured ADSM were treated with anti-F4/80-PE, anti-CD11b-PE, anti-Ly6G-PE, anti-CD3e-PE (0.2 μg /1 × 10^6^ cells) and anti-CD45-FITC (0.5 μg /1 × 10^6^ cells) for 20 min at room temperature. After washing, expressions of cells surface markers were evaluated using flow cytometer Gallios (Beckman Coulter, USA). Data were analyzed using software FlowJo (Treestar Inc., USA).

### RNA-seq analysis

High quality total RNA was obtained from primary cultured ADSF, NDSF and ADSM using RNeasy spin column kits and verified using an Agilent 2100 Bioanalyzer. RNA-seq analysis was performed as previously described [20]. RNA sequence libraries were prepared using an Illumina TruSeq Stranded mRNA LT Sample Prep kit for ADSM and ADSF, and NEBNext Ultra II Directional RNA Library Prep kit (New England Biolabs) for NDSF according to the manufacturer’s instructions. The libraries were subsequently validated for an average size of about 305–360 bp using a 2100 Bioanalyzer and an Agilent DNA1000 kit. Sequencing of paired-end reads (75 bp) was performed with a MiSeq Reagent kit V3 150 cycle on a MiSeq system (Illumina). Sequence data were mapped on the mouse genome (mm10) using TopHat [21] and analyzed using Cufflinks [22]. Hierarchical cluster analysis and principal-component analysis (PCA) were performed by MeV [23]. Gene Ontology analyses were performed using DAVID Bioinformatics Resources 6.8 [24].

### Cell counting assay

ADSM were pre-cultured for 16 h in serum-free medium before replacement with CM. After culturing in CM for 0–48 h, cells were fixed with 4% PFA-PBS and stained with 5 μg/mL DAPI. Fluorescent images were obtained with a 10 × Plan Fluor objective lens using an ImageXpress (Molecular Devices). The average number of nuclei in 9 fields per well was calculated using MetaXpress software (Molecular Devices).

### Cellular metabolism assay

MTT (3-(4,5-dimethyl-2-thiazolyl)-2,5-diphenyltetrazolium bromide) assay kits (Nacalai Tesque, Japan) were used according to the manufacturer’s instructions. Cell culture was performed using the same conditions as for the Cell Counting assay. After culturing in CM for 0–48 h, ADSM were incubated in medium with 0.5 mg/mL MTT for 2 h and lysed with 0.04 M HCl in isopropyl alcohol. Absorbance at 570 nm was measured using a FluxStation 3 (Molecular Devices). Metabolic flux was measured using a Seahorse XFp Flux Analyzer (Seahorse Bioscience) as described previously [25]. Prior to starting the assay, ADSM were seeded into an 8-well Seahorse culture plate (2 × 10^4^ cells per well) in serum-free medium and pre-cultured for 24 h before culture in CM for 16 h. For oxygen consumption rate (OCR) analysis, cells were cultured for 1 h in DMEM supplemented with 10 mM glucose, 1 mM pyruvate and 2 mM glutamine (Seahorse Bioscience, pH = 7.4 ± 0.1) and equilibrated at 37 °C in a CO_2_-free atmosphere. After three basal measurements, 1 μM oligomycin, 0.5 μM carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone (FCCP) and 0.5 μM antimycin A/rotenone were sequentially injected into the plate. For analysis of the extracellular acidification rate (ECAR), cells were cultured for 1 h in DMEM supplemented with 2 mM glutamine and equilibrated at 37 °C in a CO_2_-free atmosphere. After three basal measurements, 10 mM glucose and 1 μM oligomycin were sequentially injected as described for OCR analysis.

### Glucose and glutamine uptake assay

ADSM were pre-cultured for 16 h in DMEM (Wako, High glucose) without FBS before CM was added directly to a final concentration of 50% and the cells were cultured for another 24 h. The glucose and glutamine concentrations in the medium were measured using a Glucose Assay Kit-WST (DOJINDO, Japan) and Glutamine Assay Kit-WST (DOJINDO), respectively. Absorbance at 450 nm was measured using a FluxStation3 (Molecular Devices) according to the manufacturer’s instructions.

### ELISA

ADSM were cultured in CM for 24 h. The concentration of Tnf protein in the medium was measured using a Mouse Tnf ELISA kit (BioLegend). Absorbance at 450 nm was measured using a FluxStation3 (Molecular Devices) according to the manufacturer’s instructions.

### Immunocytochemical staining

Culture inserts (Ibidi, Germany) were placed in glass-bottom dishes and ADSM were seeded on the inserts. Cells were then cultured in CM for 1 day before fixation with 4% PFA-PBS. The culture inserts were removed and the cells were permeabilized for 10 min with 0.5% Triton X-PBS and blocked by treatment with 1%BSA-0.02% Triton X-PBS. Primary antibodies were added at 1:100 (Alexa Fluor594-conjugated anti-Nos2) and incubated overnight at 4 °C. After washing, the cells were incubated with 5 μg/mL DAPI for 30 min at room temperature.

### Statistical analysis

Two-tailed unpaired Student’s *t*-test with Microsoft Excel was used to analyze differences between two groups. ANOVA followed by post-hoc Tukey’s test with SPSS (IBM) was applied to compare multiple groups. For all graphs, data are represented as the mean ± standard deviation. Statistical significance was accepted when *P* < 0.05.

## Results

### Localization of synovial macrophages and fibroblasts in hyperplastic synovium of CAIA mice

The positional relationships between synovial macrophages (SM) and synovial fibroblasts (SF) have not been well characterized in mouse models of arthritis. To reveal localizations of both synovial cell types, we first established collagen antibody induced arthritis (CAIA) model mice and conducted histological analysis of joint tissues from these mice. The knee joints of CAIA mice exhibited remarkable swelling (Fig. 1a). Besides, H.E. staining of knee sections confirmed the presence of hyperplastic synovium that is characteristic of the arthritis phenotype (Fig. 1b). Immunofluorescent staining of the hyperplastic synovium from CAIA mouse knees revealed F4/80^high^- and F4/80^low^-positive SM were localized in regions adjacent to the inner surface of the synovium and articular cavity; in addition, inflammatory macrophage markers such as Tnf and Nos2 were expressed in F4/80^high^-positive SM (Fig. 1c). Cells that were positive for the inflammatory SF marker Podoplanin (Pdpn) were also located in a similar region (Fig. 1d). Synovial cells from CAIA mice were discontinuously and randomly distributed, but closely localized with each other in the inner region of the hyperplastic synovium while some SM were detached from SF (Fig. 1d). On the other hand, normal synovial membranes had few Tnf-positive SM and no detectable Nos2 (Additional file 2: Fig. S1A). Moreover, F4/80-positive SM continuously lined on ER-TR7-positive fibroblasts and no Pdpn was detected (Additional file 2: Fig. S1B). These data indicate that the normal spatial relationships between SM and SF were disrupted by arthritis and a de novo pathological microenvironment is associated with activation of SM in CAIA.

**Fig. 1:**
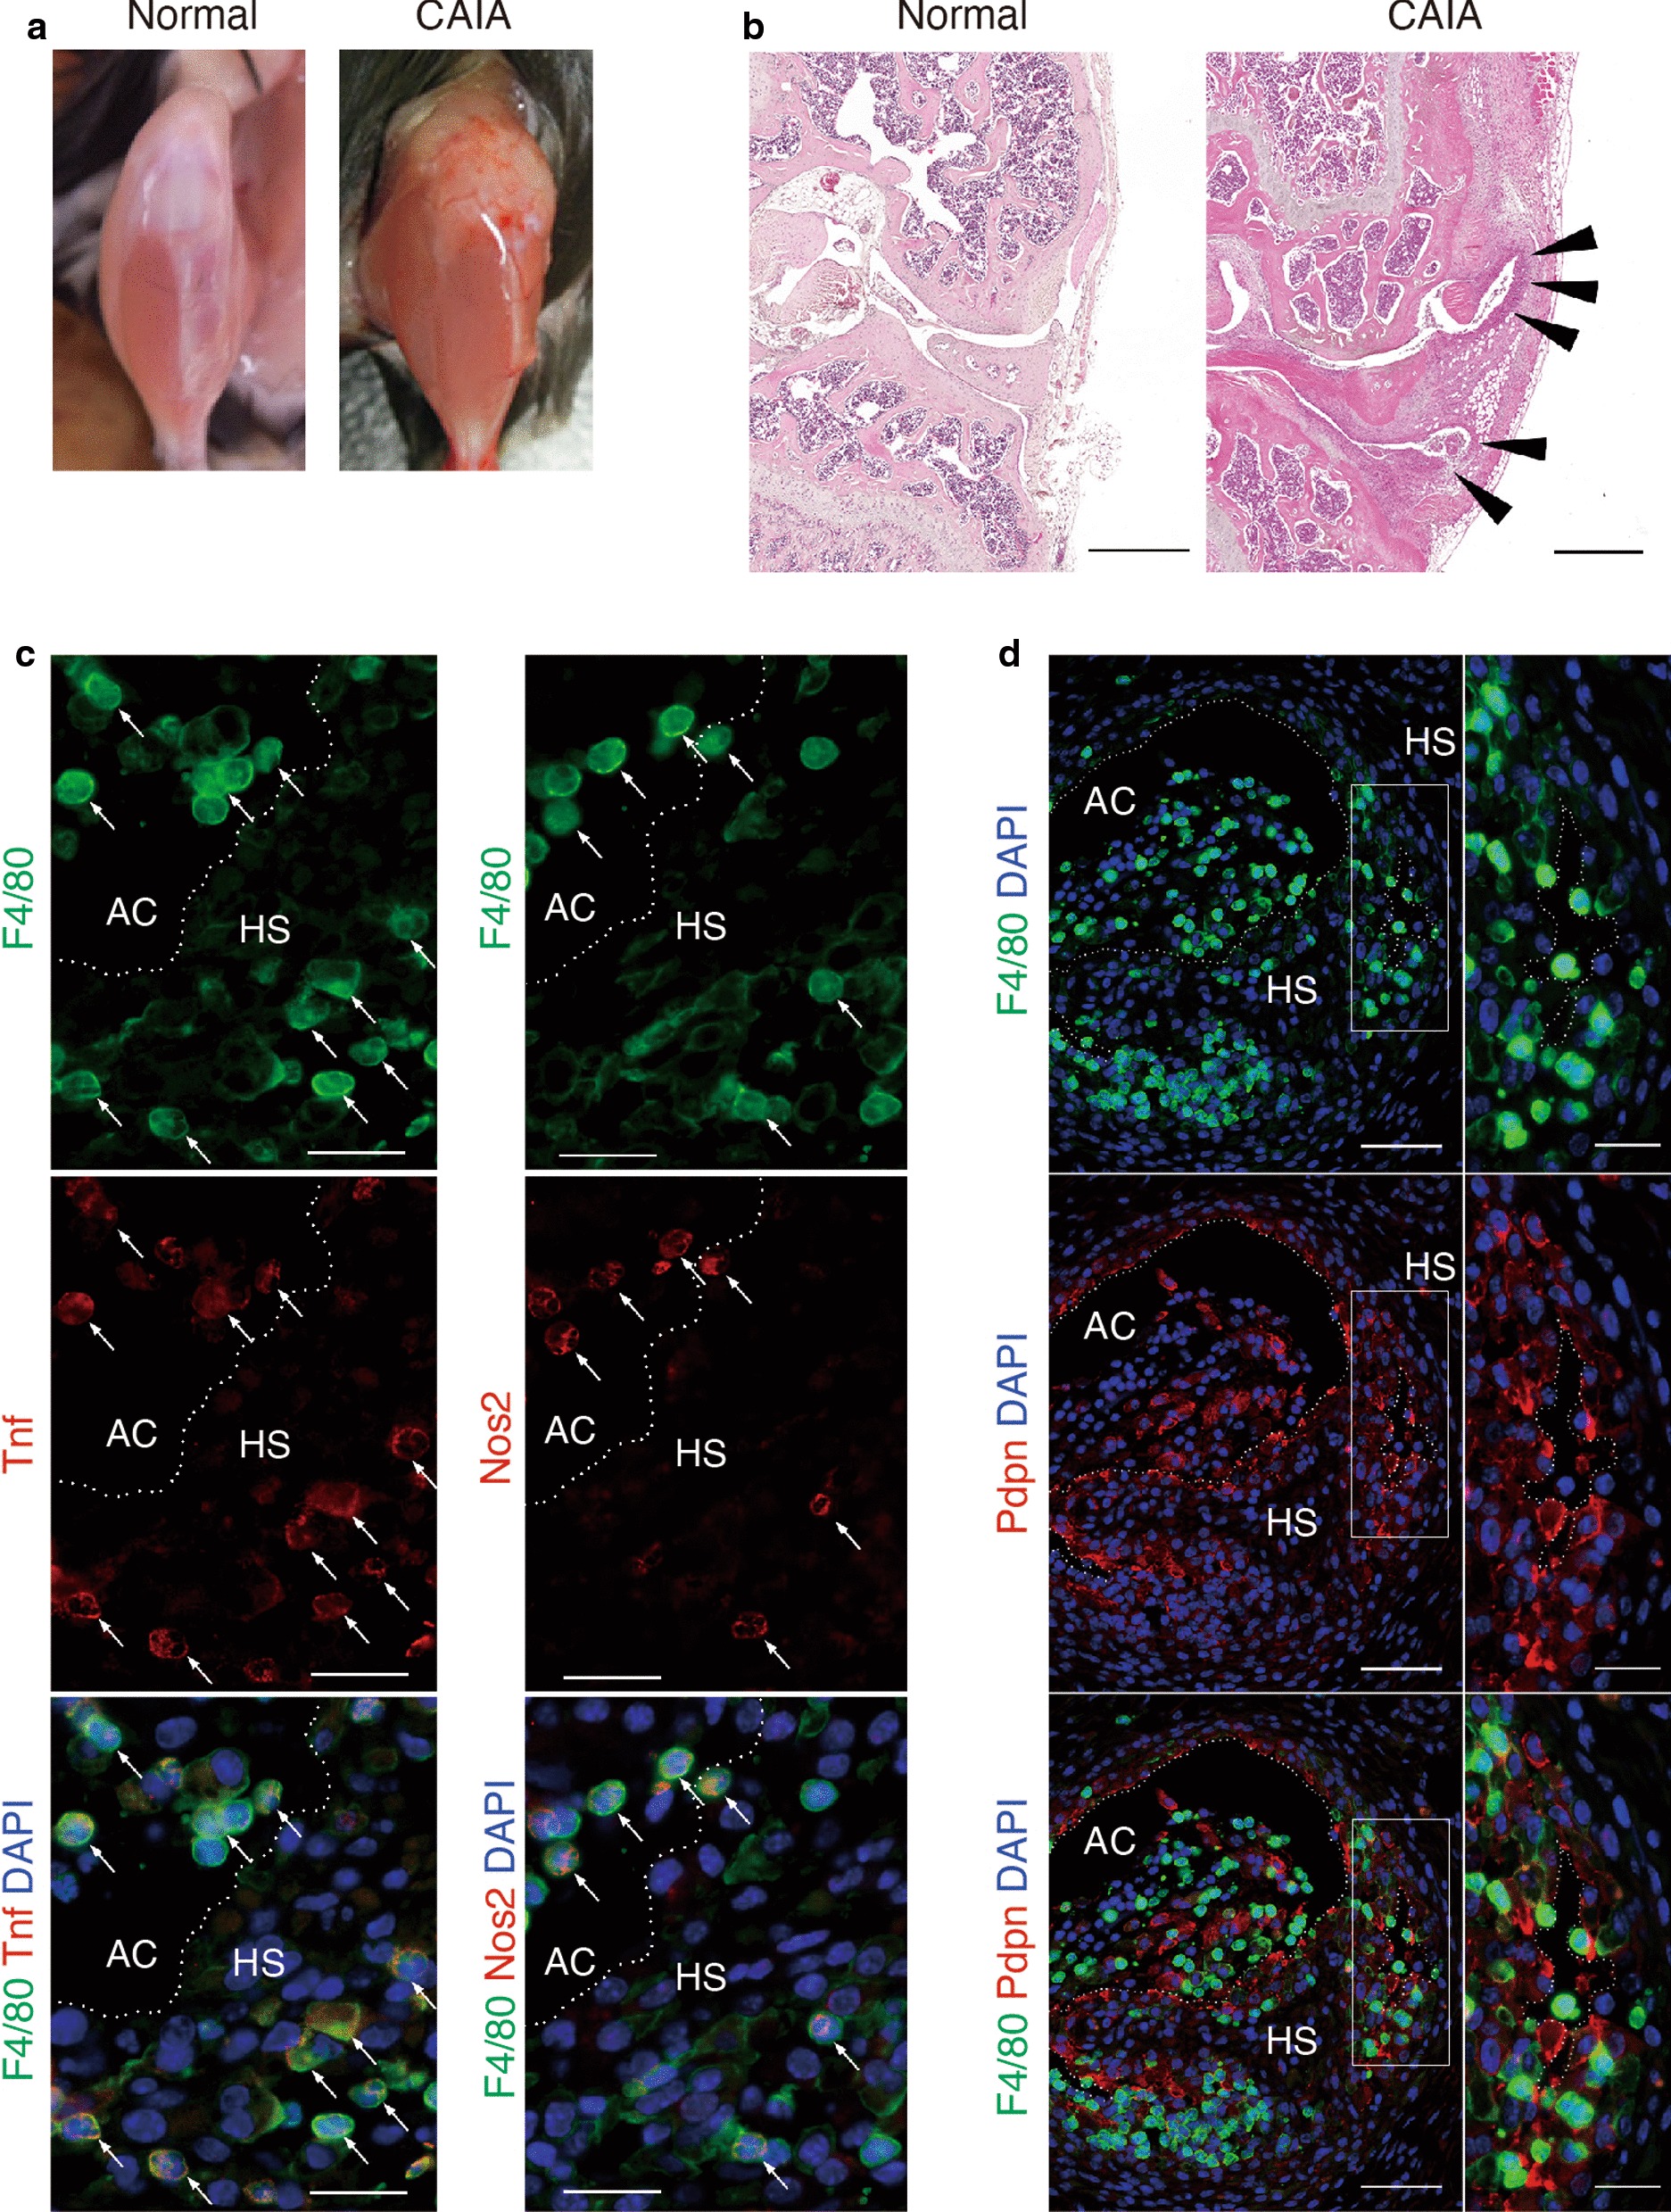
Histological analysis of knee joint tissue from CAIA mice. **a** Appearance of wild type mice with or without experimental arthritis (CAIA). **b** Sections of normal (left) and CAIA (right) knee joints stained with Hematoxylin and Eosin showing hyperplastic synovium (HS) in the joint (arrow head). Scale bar represents 500 μm. In immunofluorescent staining **c** F4/80-positive (green) cells were observed in the HS and articular cavity (AC). The inflammatory macrophage markers Nos2 and Tnf (red) co-localized in F4/80^high^-positive cells (arrow, yellow). Scale bar represents 20 μm. **d** Synovial cells were localized randomly in the HS. Panels on the right are high magnification images of boxed areas in the left panels. Podoplanin (Pdpn)-positive (red) cells were also observed in the HS. Scale bar represents 50 μm (left panel) and 20 μm (right panel). Histological data were technically replicated more than 2 times

### Primary ADSF expresses genes associated with *secreted*

The microenvironment in tissue niches affects cellular interactions to maintain or determine cell fate [2, 3, 5, 13, 26, 27]. To investigate cellular interactions between SM and SF, we generated primary cultures of bulk synovial cells from normal and CAIA ankle. To enrich the macrophage-like and fibroblast-like cells, isolation of SF and tissue resident macrophages were performed as previously reported with slight modification [18, 19]. We confirmed the enrichment of primary culture of macrophage-like cells from CAIA ankle and fibroblast-like cells from normal and CAIA ankle, even though we could not isolate enough amount of macrophage-like cells from normal ankle (Fig. 2a). Then, the expression of pan-macrophage and SF markers in respective synovial cells were analyzed by RT-qPCR (Fig. 2b). Pan-macrophage markers (*CD68, Emr1, ItgαM, Csf1r*) were expressed to significantly higher levels in macrophage-like cells than in fibroblast-like cells derived from normal and CAIA ankle. Meanwhile, the expression levels of SF markers (*Vcam1, Cdh11, Col6a1*) was significantly higher in both fibroblast-like cells compared to macrophage-like cells, and *Csf1* expression levels was significantly elevated in fibroblast-like cells derived from CAIA ankle compared to that derived from normal ankle (Fig. 2b). Flow cytometry analysis confirmed few other leukocytes were included in macrophage-like cells (Fig. 2c). These data verified the successful separation of arthritis tissue-derived SM (ADSM), normal tissue-derived SF (NDSF) and arthritis tissue-derived SF (ADSF). Next, we analyzed the gene expression profiles of ADSM, NDSF and ADSF by RNA-seq. 

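The libraries of the 3 cell groups already differed in their most abundant transcript. It was Eef1a1, a translation elongation factor, in all 3 ADSM libraries, Fn1, which codes for fibronectin, in all 3 ADSF libraries, and Col1a1, a chain of type I collagen, in all 3 NDSF libraries. This transcript took 1.38 to 3.88% of a library's reads, and the 10 most abundant together took 6.19 to 12.6%. A value above 0 was found for 11915 to 12008 genes per ADSM library, 13978 to 14333 genes per ADSF library and 14596 to 15070 genes per NDSF library.

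The RNA came from primary cultures at passage 1 of cells freed from mouse ankles with collagenase. Cells that attached to a collagen-coated dish became the fibroblasts, and cells that did not attach were grown on an uncoated dish and freed of fibroblasts with trypsin to give ADSM. By the paper and the labels, ADSM and ADSF came from ankles with collagen antibody-induced arthritis (CAIA), and NDSF from normal ankles. The arthritic ankles were taken on day 10 from mice given 5 mg of antibody and, on day 3, 50 µg of lipopolysaccharide. The paper states that the mice were female. However, the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty summed to a mean value of 398 in ADSM and 0 in ADSF and NDSF. Xist, which silences an X chromosome in female cells, was 2.07 in ADSM, 2815 in ADSF and 2090 in NDSF. Comparisons with ADSM may therefore also carry a difference in sex or source, which these libraries cannot separate from cell type. Each group had 3 libraries, sequenced as 75 bp paired reads on a MiSeq. The paper prepared ADSM and ADSF with the TruSeq kit and NDSF with the NEBNext Ultra II Directional kit, while the deposited labels give the TruSeq kit for all 9 libraries. The kit and the state of the ankle therefore cannot be told apart between ADSF and NDSF. The paper derives its cultures from independent ankles without tying a library to an ankle or animal, so the p-values measure the spread between these libraries.

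The authors mapped the reads to mm10 with TopHat and deposited 1 table of values per gene normalized by TMM (trimmed mean of M values) for all 9 libraries and FPKM values from Cufflinks for the 6 ADSM and ADSF libraries. The tool that counted reads per gene is not given in the sources used here. Each TMM-normalized value was a whole multiple of the library's value for 1 read in 100% of cases, within 0.001, which gave the reads behind it. They totalled 2380483, 2765005 and 3073890 in the ADSM libraries (lowest, median and highest), 2580998, 2699040 and 3220692 in ADSF, and 3142495, 3227924 and 3351184 in NDSF. Replicates were compared by a chi-square of their reads over genes, divided by its degrees of freedom. It was 2.40 to 6.31 between ADSM libraries and 4.91 to 6.89 between ADSF libraries. It was 1.76 between NDSF libraries 1 and 2, and 22.4 and 17.5 between NDSF library 3 and libraries 1 and 2, so NDSF library 3 stands apart. NDSF libraries 1 and 2 were the closest pair, and this value cannot show whether they came from separate cultures or animals. Groups were compared with limma on log2(value + 1), 1 model for all 9 libraries, over the 11889 genes with a value of at least 10 in at least 3 libraries. A fold change on this scale understates the change of low genes. A gene is called higher or lower at a Benjamini-Hochberg adjusted p under 0.05, and values are given as mean ± SD over the 3 libraries of a group. Where a single count is given for a gene list, the count adjusted over the list alone was the same.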

Hierarchical cluster analysis of selected transcriptomes of pan-macrophage and SF markers revealed distinct gene expression patterns for ADSM and both SFs (Fig. 2d). In addition, principal-component analysis (PCA) also revealed separate gene clusters in ADSM, NDSF and ADSF (Fig. 2e). 

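Macrophage and fibroblast genes divided ADSM from both fibroblast groups. Csf1r, the receptor for CSF1 on macrophages (chromosome 18 of mm10, 61105572 to 61131139), had a TMM-normalized value of 8307 ± 527 (SD, n = 3) in ADSM, 135 ± 41.1 in ADSF and 152 ± 42.4 in NDSF. The log2 fold change between ADSF and ADSM was -5.98 (standard error 0.244, adjusted p = 3.08e-09, limma). The lysosomal glycoprotein gene Cd68 stood at 1933 ± 150.2 in ADSM against 61.7 ± 39.7 in ADSF and 89.8 ± 34.7 in NDSF, a log2 fold change of -5.14 (standard error 0.403, adjusted p = 6.14e-07, limma). Cdh11, a cadherin of synovial fibroblasts, ran the other way, at 2.82 ± 1.62 in ADSM, 768 ± 145 in ADSF and 1229 ± 176 in NDSF (log2 fold change 7.71, standard error 0.257, adjusted p = 6.70e-10, limma). The adhesion molecule gene Vcam1 rose from 0.596 in ADSM to 428 ± 50.2 in ADSF (log2 fold change 8.12, adjusted p = 3.08e-10, limma), and Col6a1, a chain of type VI collagen, from 8.23 ± 5.37 to 7338 ± 1199 (log2 fold change 9.79, adjusted p = 2.51e-09, limma).

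Of the macrophage markers in Fig. 2d, 8 were high enough to be tested and all 8 were lower in both fibroblast groups than in ADSM (8 when adjusted over the list alone). Besides the genes above, these were Cx3cr1, Itgam, Emr1, Tnf, Tnfrsf11a and Csf2ra. Il1b, with means of 1.98, 0.415 and 0.307 in ADSM, ADSF and NDSF, was too low to test. All 12 tested fibroblast markers were higher in both fibroblast groups (12 when adjusted over the list alone), among them Thy1, at 1.63 in ADSM, 1708 in ADSF and 1485 in NDSF, and Pdpn, at 0.623, 618 and 439. Csf2 had no read in any library. Because the study chose these genes to tell the 2 cell types apart, their direction is not independent evidence. With limma's camera, which compares a list with all other genes, the macrophage markers had an adjusted p of 3.26e-05 between ADSF and ADSM and of 0.000150 between NDSF and ADSM (adjusted p = 0.250 and 0.256 with an estimated correlation). For the fibroblast markers these were 3.26e-05 and 4.97e-05 (adjusted p = 0.107 and 0.112 with an estimated correlation).

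Lists that hold none of these markers moved the same way. All 24 fibroblast matrix genes were higher in ADSF than in ADSM, and all 24 were higher in NDSF. In ADSF the adjusted p from limma's camera was 1.83e-12 (adjusted p = 0.107 with an estimated correlation). Of 21 macrophage core genes, 16 were lower in ADSF than in ADSM and 4 were higher (limma's camera, adjusted p = 2.04e-05, adjusted p = 0.321 with an estimated correlation). The 4 were Mrc1, a mannose receptor, and C1qa, C1qb and C1qc, the chains of complement C1q, named here after their values were seen. The 16 core genes with an ADSM mean of at least 100 had a median of 1.87 to 4.73% of that mean in each fibroblast library. The 24 matrix genes had a median of 0.0572 to 0.112% of their ADSF mean in each ADSM library.

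Between ADSF and NDSF fewer of the same markers were called. Csf2ra, a receptor chain for CSF2, was lower in ADSF, at 17.6 ± 6.71 against 37.9 ± 9.9, with a log2 fold change of -1.11 (standard error 0.298, adjusted p = 0.0259, limma, with 0.00929 to 1 across the alternatives). Fap, a protease on activated fibroblasts, was lower at 16 ± 9.34 against 162 ± 98 (log2 fold change -3.14, adjusted p = 0.00690, limma), and Cd55, a complement regulator of lining fibroblasts, was lower at 31.3 ± 9.86 against 77.5 ± 30.8 (log2 fold change -1.25, adjusted p = 0.0467, limma, with 0.0117 to 1 across the alternatives). Thus limma called 1 of 8 macrophage markers lower and none higher, nor was any higher at an unadjusted p under 0.05, with edgeR or with DESeq2 (limma's camera, adjusted p = 0.124, adjusted p = 0.744 with an estimated correlation). Without ADSF library 3 or NDSF library 3, 2 were lower. Of 12 fibroblast markers, limma called 2 lower and none higher (1 higher, 2 lower when adjusted over the list alone, limma's camera, adjusted p = 0.792, adjusted p = 0.927 with an estimated correlation). With DESeq2, 3 were higher (Csf1, Pdpn and Tnfsf11) and 3 lower (Cd55, Cdh11 and Fap), with edgeR these were the same apart from Tnfsf11, and at an unadjusted limma p under 0.05 Csf1 and Tnfsf11 were higher. Csf1, the growth factor of macrophages, had a log2 fold change of 0.75 (adjusted p = 0.0807, limma, with 0.0117 to 1 across the alternatives) and passed without ADSM library 1 (adjusted p = 0.0404), ADSM library 2 (0.0496) or NDSF library 3 (0.0117). Without ADSM library 3 Pdpn was higher, and without ADSF library 3 Tnfsf11. The limma call for Csf2ra was lost without ADSF library 1 (adjusted p = 0.0564), NDSF library 1 (0.0846) or NDSF library 2 (0.117). That for Cd55 was lost without ADSM library 1 (0.0541), any ADSF library (0.0862, 0.161 and 0.0638 for libraries 1 to 3), NDSF library 1 (0.184) or NDSF library 2 (0.144). Over the 22 genes of Fig. 2d, on log10(value + 1), libraries of one group had a mean Pearson correlation across genes of 0.976 and libraries of different groups one of 0.214. It was 0.949 between ADSF and NDSF, -0.151 between ADSF and ADSM, and -0.155 between ADSM and NDSF. Average-linkage clustering into 2 parts put the 3 ADSM libraries in one and the 6 fibroblast libraries in the other. Division into 3 parts split ADSF libraries 2 and 3 from ADSF library 1 and the 3 NDSF libraries. Over the 11889 tested genes, on log2(value + 1), the 3 parts were the ADSM, ADSF and NDSF libraries.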

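On the linear scale, where abundant genes weigh most, a few matrix genes gave most of the squared loadings of the main component of a PCA. Fn1, the gene for fibronectin (chromosome 1 of mm10, 71585473 to 71653234), had a TMM-normalized value of 94994 ± 26927 (SD, n = 3) in ADSF, 48702 ± 9933 in NDSF and 75.6 ± 15.5 in ADSM. Its log2 fold change was 10.26 between ADSF and ADSM (standard error 0.226, adjusted p = 4.50e-11, limma) and 0.95 between ADSF and NDSF (standard error 0.226, adjusted p = 0.0161, limma, with 0.000659 to 1 across the alternatives). Thbs1, the gene for the matrix glycoprotein thrombospondin 1, stood at 72660.3 ± 3350.5 in ADSF, 29013 ± 9485 in NDSF and 56.3 ± 12.9 in ADSM, a log2 fold change of 1.37 between ADSF and NDSF (standard error 0.216, adjusted p = 0.00267, limma). Acta2, smooth muscle actin, was also higher in ADSF, at 16197 ± 2911 against 4649 ± 3601 in NDSF and 12.6 in ADSM. Its log2 fold change between ADSF and NDSF was 2.05 (standard error 0.451, adjusted p = 0.0115, limma, with 0.000245 to 0.593 across the alternatives).

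Cxcl12, a chemokine that stromal cells make, was lower in ADSF than in NDSF, at 1919 ± 1061 against 9562 ± 2469, with 2.48 in ADSM (log2 fold change -2.42 between ADSF and NDSF, standard error 0.318, adjusted p = 0.00115, limma). Col1a1 was 34672 ± 1962 in ADSF and 52625 ± 9519 in NDSF, with 30.2 ± 14.9 in ADSM, and did not pass between the fibroblast groups (log2 fold change -0.59, standard error 0.275, adjusted p = 0.150, limma). The limma call for Fn1 between ADSF and NDSF was lost without ADSF library 3 (adjusted p = 0.0591) and with only these 2 groups in the model (0.0561). That for Acta2 was lost without NDSF library 1 (0.0511) or NDSF library 2 (0.0623).

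In a PCA of the linear values, the first component held 79.2% of the variance, the second 16.3% and the third 3.04%. Fn1 gave 33.3% of the squared loadings of the first component, Thbs1 15.9%, Col1a1 7.78% and Col1a2 6.94%. On the second, Thbs1 gave 17.4% and Fn1 13.5% on the side of ADSF, and Col1a1 gave 16.0%, Col1a2 14.2% and Col3a1 5.48% on the side of NDSF. ADSM lay at -92514 to -89751 on the first component, NDSF at 16511 to 36176 and ADSF at 54311 to 81639. On the second, ADSF lay at 22487 to 40127, ADSM at 7566 to 9644, NDSF libraries 1 and 2 at -49489 and -48070, and NDSF library 3 at -19543. On the log2 scale the first component held 84.2% and the second 8.36%.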

Recently, heterogeneous subsets of both SM and SF in synovium tissue of K/BxN serum transfer arthritis model mice has been reported using single-cell RNA-seq analysis [28, 29]. In these studies, SM and SF were classified 6 and 5 subsets, respectively. Thus, mRNA expression of major marker genes of each subset in isolated ADSM and ADSF were examined. 

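In ADSM, the marker genes of 3 of the published macrophage subsets were among the most abundant transcripts. Fxyd2, a regulatory subunit of the sodium pump (chromosome 9 of mm10, 45399709 to 45410278), had an FPKM of 1225 ± 305 (SD, n = 3), above 99.6% of the genes in the FPKM table of ADSM. Stmn1, a regulator of microtubules in dividing cells, had 343 ± 54.6 (above 99.0% of genes), the survivin gene Birc5 133 (97.4%), Cx3cr1, the fractalkine receptor, 127 ± 36.0 (97.3%), and Ube2c, a ubiquitin-conjugating enzyme of mitosis, 125 (97.2%). These percentiles rank genes within 1 group and carry no test. They count all genes with FPKM values, and a gene with an FPKM of 0 has 45.3% in ADSM and 35.5% in ADSF. Ranks among genes with reads alone would be lower.

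Set against ADSF on the TMM-normalized values, Fxyd2 stood at 1997 ± 491 against 2.78 ± 1.55, a log2 fold change of -9.12 in ADSF (standard error 0.404, adjusted p = 5.74e-09, limma), and Cx3cr1 at 1345 ± 361 against 4.8 ± 5.56 (log2 fold change -8.25, adjusted p = 5.57e-07, limma). The mitotic genes were not restricted to ADSM. Stmn1 was 911 ± 153 in ADSM and 292 ± 27.4 in ADSF (log2 fold change -1.63, adjusted p = 4.37e-05, limma), and Birc5 344 ± 22 against 169.5 ± 48.3 (log2 fold change -1.05, adjusted p = 0.00964, limma). Ube2c was 286 ± 39.4 against 169.5 ± 50.7 and did not pass (log2 fold change -0.78, adjusted p = 0.0728, limma, with 0.00676 to 1 across the alternatives). It passed without ADSF library 2 (adjusted p = 0.0474, limma), NDSF library 1 (0.0340) or NDSF library 3 (0.00745), with upper-quartile scaling (0.0384) and with only the 2 groups in the model (0.00676).

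In ADSF, the lubricin gene Prg4 (chromosome 1 of mm10, 150449412 to 150466165) had an FPKM of 359, above 99.1% of genes. Inhba, the activin A subunit, had 151 (97.7%), Top2a, the topoisomerase of dividing cells, 81.4 (95.6%), the Wnt regulator Sfrp2 60.3 ± 40.3 (93.9%), Col11a1, a chain of type XI collagen, 58.5 (93.8%), Cdk1, the kinase that starts mitosis, 54.2 (93.3%) and the chromatin protein gene Hmgb2 37.5 (90.3%). In TMM-normalized values the matrix and signalling genes were called higher than in ADSM by limma. Inhba was at 652 ± 153 against 0.623 (log2 fold change 8.81) and Col11a1 at 1192 ± 116 against 0.658 (9.56). Prg4 was at 4098 ± 764 against 4.45 ± 2.9 (9.69), and Sfrp2 at 320.3 ± 216 against 0.881 (7.28). Hmgb2 was lower in ADSF than in ADSM, at 276 ± 52.5 against 1596 ± 111 (log2 fold change -2.54, standard error 0.238, adjusted p = 2.65e-06, limma). Top2a, at 1205 ± 272 against 1638 ± 259 (adjusted p = 0.246, limma, with 0.0405 to 1 across the alternatives), and Cdk1, at 421 ± 79.6 against 595 ± 87.4 (adjusted p = 0.167, limma, with 0.00970 to 1), did not pass. Both passed as lower in ADSF without NDSF library 3 (adjusted p = 0.0405 and 0.00970, limma) and with only the 2 groups in the model (0.0429 and 0.0151).

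NDSF, not part of that comparison, held other levels of several of these genes. Sfrp2 (chromosome 3 of mm10, 83766321 to 83774314) was 7214 ± 1876 in NDSF, a log2 fold change of -4.70 in ADSF (standard error 0.497, adjusted p = 0.000322, limma), while Inhba was 115 ± 90.1 in NDSF, a log2 fold change of 2.73 (standard error 0.523, adjusted p = 0.00635, limma). Prg4 was 8823 ± 1553 (log2 fold change -1.11, adjusted p = 0.0395, limma, with 2.20e-06 to 1 across the alternatives). The limma call for Prg4 was lost without ADSM library 2 (adjusted p = 0.0504), any ADSF library (0.0578, 0.140 and 0.0937 for libraries 1 to 3), NDSF library 1 (0.126) or NDSF library 2 (0.141).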

RNA-seq data revealed that expression levels of *Fxyd2* (SM-subset 1 marker), *Cx3cr1* (SM-subset 4 marker), *Stmn1*, *Ube2c* and *Birc5* (SM-subset 5 marker) were relatively higher than other genes in ADSM (Additional file 2: Fig. S2A) and expression levels of *Sfrp2*, *Col11a1* (SF-subset 1 marker), *Inhba*, *Prg4* (SF-subset 2 marker), *Top2a*, *Hmgb2* and *Cdk1*(SF-subset 4 marker) were relatively higher than other genes in ADSF (Additional file 2: Fig. S2B). These data indicate that heterogeneity of isolated ADSM and ADSF may be lost and each cell population was changed into homogeneous with multiple subset properties under cultured condition. 

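Several markers of the published macrophage subsets were higher in ADSF than in ADSM. Sparc, a collagen-binding matrix protein, had a TMM-normalized value of 26717 ± 2165 (SD, n = 3) in ADSF, 27950.0 ± 2886 in NDSF and 22.8 ± 7.78 in ADSM (log2 fold change 10.18 between ADSF and ADSM). The water channel gene Aqp1 was listed at 0 in all 3 ADSM libraries and stood at 251 ± 69.3 in ADSF and 606 ± 107 in NDSF. The chemokine gene Ccl7 was at 1.48 in ADSM and 364 ± 93.1 in ADSF (log2 fold change 7.36, standard error 0.440, adjusted p = 6.67e-08, limma). Ctsk, a collagen-degrading cathepsin, was 2.86 in ADSM and 500.4 ± 107 in ADSF (log2 fold change 7.04). Acp5, an acid phosphatase of osteoclasts, was 133 ± 92.7 in ADSM and 92.7 ± 137 in ADSF and did not pass (log2 fold change -1.49, standard error 1.04, adjusted p = 0.217, limma).

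Among the other subset markers, the MHC class II genes H2-Eb1 and H2-Ab1, the chemokine gene Ccl8, the complement receptor gene Vsig4 and Retnla were listed at 0 in every ADSM library. Their ADSF means were 2.21, 1.23, 1.81, 1.62 and 0. Of the 10 macrophage subset markers tested, 4 were higher in ADSF than in ADSM (Aqp1, Ccl7, Sparc and Ctsk) and 4 were lower (Fxyd2, Cx3cr1, Stmn1 and Birc5). Their median log2 fold change was -0.92 and their mean 1.02, with an adjusted p of 0.888 from limma's camera (adjusted p = 0.916 with an estimated correlation). Of the 7 fibroblast subset markers, 4 were higher (Sfrp2, Col11a1, Inhba and Prg4) and 1 was lower (Hmgb2), with an adjusted p of 0.302 from limma's camera (adjusted p = 0.572 with an estimated correlation). The study took these genes from earlier reports. Between ADSF and NDSF, limma called 1 macrophage subset marker, Aqp1, as lower in ADSF (log2 fold change -1.29, adjusted p = 0.00358, limma). With edgeR, Ccl7 was also higher and Ctsk lower, with DESeq2 Ccl7 was also higher and Ccl8 lower, and at an unadjusted limma p under 0.05 Birc5 and Ccl7 were higher and Ctsk lower. Without ADSM library 2 Ccl7 was higher, and without NDSF library 3 Birc5 and Ube2c were. For the list, limma's camera gave an adjusted p of 0.904 (adjusted p = 0.929 with an estimated correlation). The fibroblast subset markers divided into 2 higher (Inhba and Cdk1) and 2 lower (Sfrp2 and Prg4), with a median of 0.54 and a mean of -0.01. Without NDSF library 3 these were 4 and 2, without ADSM library 2, ADSF library 1 or ADSF library 3 they were 2 and 1, and without ADSF library 2, NDSF library 1 or NDSF library 2 they were 1 and 1. Here limma's camera gave an adjusted p of 0.515 and pointed up (adjusted p = 0.777 with an estimated correlation).

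Genes of cell division were read in all 3 groups. Of 34 proliferation genes, 23 were lower in ADSF than in ADSM and none was higher (limma's camera, adjusted p = 3.26e-05, adjusted p = 0.572 with an estimated correlation). Against NDSF, 30 were higher in ADSM (limma's camera, adjusted p = 1.07e-07, adjusted p = 0.404 with an estimated correlation). Between the fibroblasts, limma called 6 higher in ADSF (Cdk1, Tk1, Mcm3, Mcm5, Mcm7 and Aurka), and none was lower, nor at an unadjusted p under 0.05, with edgeR or with DESeq2. For this, limma's camera gave an adjusted p of 8.77e-06 (adjusted p = 0.684 with an estimated correlation). The 6 became 31 without NDSF library 3 and 0 without ADSF library 2, NDSF library 1 or NDSF library 2. The summed values of the 34 genes were 9157 to 13434 in the ADSF libraries, 5009 and 6072 in NDSF libraries 1 and 2, and 11979 in NDSF library 3.

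Markers of fibroblast layers were also mixed. Of 7 tested genes of the synovial lining, Prg4, Clic5, Cd55 and the serine protease gene Htra4 were lower in ADSF than in NDSF and Fn1 was higher (5 lower and 1 higher when adjusted over the list alone). The adjusted p from limma's camera was 0.0378 (adjusted p = 0.603 with an estimated correlation). Htra4 fell from 212 ± 27.1 in NDSF to 19.5 ± 6.3 in ADSF (log2 fold change -3.41, standard error 0.255, adjusted p = 4.71e-05, limma). Of 10 sublining genes, Cd34, Clec3b, Cxcl12, Col14a1 and Apod were lower and Has2, a hyaluronan synthase, was higher (limma's camera, adjusted p = 0.0334, adjusted p = 0.564 with an estimated correlation). Apod and Has2 are named after their values were seen. Cd34, a sialomucin of sublining fibroblasts, was listed at 0 in ADSM and was 85.8 ± 13.4 in ADSF and 231 ± 73 in NDSF (log2 fold change -1.37 between ADSF and NDSF, adjusted p = 0.00665, limma). The 4 lower lining genes became 2 without ADSF library 1 or 2 and 1 without NDSF library 1 or 2, and the 5 lower sublining genes became 3 without ADSF library 2 or 3 and 2 without NDSF library 1 or 2. Has2 was not called without ADSF library 2, ADSF library 3, NDSF library 1 or NDSF library 2. The call of limma's camera for the lining genes was lost without ADSF library 1 (adjusted p = 0.0653), NDSF library 1 (0.246), NDSF library 2 (0.183) or NDSF library 3 (0.124) and with the replicate number as a block (0.0576). That for the sublining genes was lost without NDSF library 1 (0.122) or NDSF library 2 (0.0866) and with only the 2 groups in the model (0.0812).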

Comparing RNA-seq data sets after TMM normalization, the expression levels of 2175 genes in NDSF and 2007 genes in ADSF were more than 16-fold higher than in ADSM (value > MEDIAN and Log2 Fold-Change > 4). In addition, integrative analysis of the two data sets allowed extraction of 212 genes that were specifically expressed in ADSF (Fig. 2f). 

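Matrix, protease and growth factor genes were among those that the fibroblasts expressed above ADSM. By the rule of the paper, applied to the group means of the deposited values, 2016 genes in ADSF and 2185 genes in NDSF were above the group's median and over 16-fold above ADSM, and the ADSM libraries were all listed at 0 for 1029 and 1117 of them. The medians were 5.87 in ADSF and 9.44 in NDSF. Cyr61, a matricellular protein that binds integrins, had a TMM-normalized value of 0.908 in ADSM, 2857 ± 262 (SD, n = 3) in ADSF and 2032 in NDSF (log2 fold change 10.67 between ADSF and ADSM, standard error 0.429, adjusted p = 2.79e-09, limma). The basement membrane gene Hspg2 rose from 3.9 in ADSM to 6455 ± 366 in ADSF (log2 fold change 10.54, adjusted p = 8.66e-10, limma), and the collagen chaperone gene Serpinh1 from 5.06 to 7724 ± 480.1 (log2 fold change 10.33, adjusted p = 3.55e-12, limma).

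Several other genes were far higher in ADSM than in ADSF. Itga4, an integrin chain of leukocytes, was 6704 ± 1167 in ADSM, 18.8 in ADSF and 28.5 in NDSF (log2 fold change -8.49 between ADSF and ADSM, standard error 0.441, adjusted p = 2.11e-08, limma). Mycn, a transcription factor that drives growth (chromosome 12 of mm10, 12936093 to 12941836), was 1053 ± 109 in ADSM, 2.15 ± 2.01 in ADSF and 0.62 ± 0.537 in NDSF (log2 fold change -8.66, standard error 0.520, adjusted p = 6.83e-08, limma). The tight junction gene Cldn11 was 794 ± 122 against 0.415 in ADSF (log2 fold change -9.23, adjusted p = 3.97e-09, limma), and Slc6a12, a transporter of betaine, 2264 ± 725 against 10.1 (log2 fold change -7.66). In NDSF, the genes with the largest increases over ADSM included Sfrp2 (log2 fold change 11.98), the cartilage matrix gene Cilp (11.96) and the proteoglycan gene Dcn (11.40).

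By list, all 36 tested matrix proteases and inhibitors were higher in ADSF than in ADSM (limma's camera, adjusted p = 1.83e-12, adjusted p = 0.0242 with an estimated correlation) and all 36 were higher in NDSF. Examples are the protease inhibitor gene Timp2, at 6.22 in ADSM and 5087 ± 906 in ADSF, and the aggrecan-cleaving protease gene Adamts5, at 0.942 and 1303 ± 162. Of 65 growth factors and their binding proteins, 61 were higher in ADSF and 3 were lower (Vegfb, Pdgfb and Angpt2, named after their values were seen), and 62 were higher and 1 lower in NDSF. In ADSF limma's camera gave an adjusted p of 2.04e-12 (adjusted p = 0.0242 with an estimated correlation). Of 332 tested genes for secreted proteins, 293 were higher in ADSF and 23 lower (295 and 23 when adjusted over the list alone, limma's camera, adjusted p = 2.30e-21, adjusted p = 0.0414 with an estimated correlation). In NDSF, 301 were higher and 16 lower (302 and 16 when adjusted over the list alone, limma's camera, adjusted p = 1.51e-23, adjusted p = 0.0328 with an estimated correlation). Of 17 genes that mark limb position, 16 were higher in ADSF and none was lower (limma's camera, adjusted p = 1.59e-05, adjusted p = 0.0274 with an estimated correlation). Among them was Prrx1, at 0.908 in ADSM, 621 ± 96.8 in ADSF and 1777 ± 442 in NDSF. All 10 markers of mural and smooth muscle cells were higher in ADSF (limma's camera, adjusted p = 0.000498, adjusted p = 0.0557 with an estimated correlation). So were all 7 chondrocyte markers (limma's camera, adjusted p = 0.00340, adjusted p = 0.114 with an estimated correlation).

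Genes of energy metabolism were lower in the fibroblasts than in ADSM. Of 34 respiratory chain genes, 31 were lower in ADSF and none higher (32 lower when adjusted over the list alone, limma's camera, adjusted p = 6.44e-10, adjusted p = 0.262 with an estimated correlation). Of 20 genes of the TCA cycle, 18 were lower and none higher (18 lower and 1 higher when adjusted over the list alone, limma's camera, adjusted p = 2.52e-06, adjusted p = 0.250 with an estimated correlation). The malate dehydrogenase gene Mdh1 was at 1527 in ADSM and 370.3 in ADSF (log2 fold change -2.04, standard error 0.096, adjusted p = 9.20e-09, limma). Of 23 glycolysis genes, 18 were lower and 1 higher (19 and 1 when adjusted over the list alone, limma's camera, adjusted p = 3.26e-05, adjusted p = 0.291 with an estimated correlation). The pyruvate kinase gene Pkm was at 16878 ± 1810.1 in ADSM and 6475 in ADSF (log2 fold change -1.38, standard error 0.125, adjusted p = 1.99e-06, limma). The 1 higher gene was the phosphofructokinase gene Pfkm, named after its values were seen.

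In all, 4874 genes were higher and 3577 lower in ADSF than in ADSM, with 2460 and 743 of them over 4-fold. Another comparison, of NDSF with ADSM, gave 5149 higher and 3810 lower in NDSF, with 2634 and 766 over 4-fold. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had reads in ADSM alone. A difference in sex or source may thus add to these counts. The libraries of the groups did not overlap for 76.7% and 77.6% of the 11889 genes, where chance gives 10%. Changes against ADSM are relative to a median log2 fold change over all genes of 0.14 for ADSF and 0.18 for NDSF, which was -0.00 and 0.01 with upper-quartile scaling.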

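Many of the genes assigned to ADSF alone were of low abundance, and 81 of them were high enough to be tested between the 2 fibroblast groups. By the rule of the paper, 214 genes passed in ADSF and not in NDSF, 383 passed in NDSF and not in ADSF, and 1802 passed in both. Among the 214, Fat1 and Tpm1 had the highest ADSF means. Fat1, a large cadherin, had a TMM-normalized value of 195 ± 24 (SD, n = 3) in ADSM, 6523 ± 294 in ADSF and 2757 ± 315 in NDSF, a log2 fold change of 1.25 between ADSF and NDSF (standard error 0.119, adjusted p = 0.000198, limma). Tpm1, a tropomyosin of actin filaments, was 290.3 ± 33.4, 6145 ± 817 and 2319 ± 905 (log2 fold change 1.46, standard error 0.223, adjusted p = 0.00233, limma).

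The death receptor gene Tnfrsf10b was 7.48 in ADSM, 263 ± 15 in ADSF and 96.5 ± 31.9 in NDSF (log2 fold change 1.48, standard error 0.210, adjusted p = 0.00172, limma). The granzyme gene Gzme (chromosome 14 of mm10, 56117619 to 56120625) was listed at 0 in ADSM and stood at 195 ± 103 in ADSF and 2.22 ± 0.524 in NDSF, a log2 fold change of 5.76 between ADSF and NDSF (standard error 0.420, adjusted p = 4.52e-05, limma). Its neighbours Gzmd, at 45.8 ± 39.5 in ADSF and 0.313 in NDSF, and Mcpt8, at 39.2 ± 20.8 and 0.939, are similar in sequence and may share its reads. Pmp2, a fatty acid binding protein of myelin, was 29.8 ± 6.24 in ADSF and 0.313 in NDSF (log2 fold change 4.61, standard error 0.363, adjusted p = 6.15e-05, limma).

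Passing in ADSF and not in NDSF is not itself a test of the difference. Of the 214 genes, 163 also met the 16-fold part of the rule in NDSF but were not above the NDSF median. With an ADSM mean of 0, any NDSF value above 0 met that part, and 142 of the 214 were listed at 0 in every ADSM library. The 163 are therefore not all strongly raised in NDSF, where Gzme, 1 of them, had a mean of 2.22. Of the 51 that were not over 16-fold above ADSM in NDSF, 27 were over 8-fold above it and above that median. The ADSF means of the 214 had a median of 10.3, with 104 under 10 and 23 over 100, and their NDSF means had a median of 5.70. The median that the rule sets was 5.87 in ADSF and 9.44 in NDSF. A gene with the same mean in both groups, between these values, can thus pass in ADSF alone. A place in this set therefore need not mean a lower NDSF level. Of the 81 that were tested, 46 were higher in ADSF than in NDSF (limma, adjusted p under 0.05), which is 21.5% of the 214 (95% exact binomial interval 16.2 to 27.6%, counting error only). Leaving out any fibroblast library moved this share. It was 7.34%, 5.48% and 6.06% without ADSF libraries 1, 2 and 3, and 10.1%, 12.7% and 32.1% without NDSF libraries 1, 2 and 3. A gene with a value of at least 10 in the ADSF libraries alone fails the filter once 1 of them is left out. It then cannot be called but still counts in the share, so part of the fall without an ADSF library is fixed by the filter. Other readings of the rule gave from 16.9% of 154 genes to 57.7% of 78. Of the 383 genes assigned to NDSF alone, 197 were tested, and 146 were lower in ADSF by limma. Because the rule chose both sets on these same libraries, the direction of their genes is not independent evidence. The 146 became 21, 18 and 62 without NDSF libraries 1, 2 and 3, where genes with a value of at least 10 in the NDSF libraries alone could no longer be tested. Of the 1802 genes in both, 149 were higher and 355 lower in ADSF. With no effect in simulated fibroblast groups against these ADSM libraries, no gene passed in either group in 20 runs, so the simulation gave no overlap to set beside the 1802. Independent lists of these sizes would share 188. Part of the overlap of 1802 may come from the shared ADSM libraries, which are too few to be divided.

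Over all 11889 tested genes, 1175 were higher and 1343 lower in ADSF than in NDSF (limma), with 56 and 300 over 4-fold. The libraries did not overlap for 38.1% of genes, where chance gives 10%. The total of 2518 depended on single libraries, being 4086 without NDSF library 3, 756 without NDSF library 2, 877 without NDSF library 1, 1154 without ADSF library 2 and 1271 without ADSF library 3. Against a log2 fold change of 1 in place of 0, 14 genes were higher and 126 lower, and Fat1, Tpm1 and Tnfrsf10b did not pass this test.

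**Figure D1:**
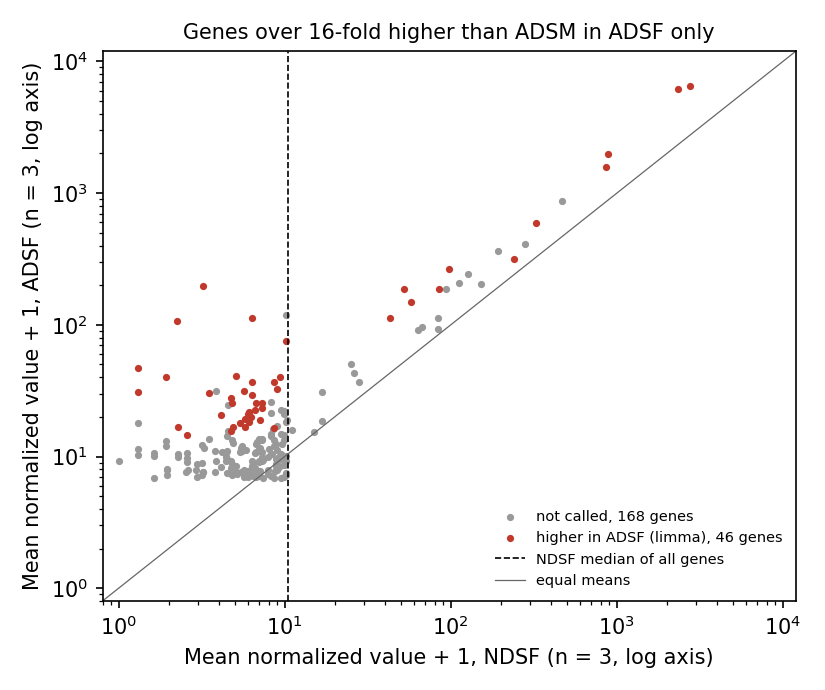
Mean TMM-normalized value + 1 in ADSF (vertical) against NDSF (horizontal) for the 214 genes that passed the 16-fold rule in ADSF and not in NDSF, on log axes, 1 point per gene. Red points are the 46 genes higher in ADSF by limma and grey points the 168 others. The dashed line is the NDSF median over all genes and the diagonal marks equal means. Most points lie left of the dashed line, and Fat1 and Tpm1 lie at the upper right.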

To characterize these genes, we performed Gene Ontology (GO) analyses using Database for DAVID bioinformatics resources. 

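Among the genes assigned to ADSF alone, 14 were on a hand-written list of genes for secreted proteins, which does not hold every such gene. Of these 14, limma also called 3, Ppbp, Col7a1 and Lamc3, higher in ADSF than in NDSF. The platelet chemokine gene Ppbp (chromosome 5 of mm10, 90768518 to 90770060) was listed at 0 in ADSM and had a TMM-normalized value of 106 ± 60.8 (SD, n = 3) in ADSF and 1.25 ± 2.17 in NDSF, a log2 fold change of 5.78 between ADSF and NDSF (standard error 0.648, adjusted p = 0.000446, limma). Col7a1, the collagen of anchoring fibrils, was 1.51 in ADSM, 24.7 ± 2.58 in ADSF and 6.32 ± 1.86 in NDSF (log2 fold change 1.84, standard error 0.328, adjusted p = 0.00483, limma). Lamc3, a laminin chain, was listed at 0 in ADSM and was 15.8 ± 5.72 and 3.87 ± 3.03 (log2 fold change 1.96, standard error 0.487, adjusted p = 0.0191, limma, with 0.00963 to 0.920 across the alternatives).

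Tslp, an epithelial cytokine, was 21 ± 12 in ADSF and 8.95 ± 2.63 in NDSF and did not pass (log2 fold change 1.02, adjusted p = 0.107, limma, with 0.0337 to 1 across the alternatives). Neither did Vgf, a secreted neuropeptide precursor, at 24.9 ± 20.5 and 7.33 (log2 fold change 1.41, adjusted p = 0.0761, limma). The others lay between 6.82 and 14.7 in ADSF, apart from Mmp9. In order of their ADSF mean they were the laminin chain gene Lama1 (14.7), the chemokine gene Ccl20 (12.2), the protease gene Adamts16 (11), Tnfsf15, Wnt10b, the chemokine gene Cxcl3 (9.22), the protease inhibitor gene Serpinb2 (7.06) and the laminin chain gene Lamb3 (6.82). The gelatinase gene Mmp9 had a value of 351 in ADSF library 2 and of 0 in the other 2 ADSF libraries.

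Counted against the 11710 genes above the ADSF median, of which 331 were on the list of genes for secreted proteins, 14 of 214 is an odds ratio of 2.47 (95% interval 1.31 to 4.30, 2-sided Fisher's exact p = 0.00306, adjusted p = 0.0184 over the lists). The genes that passed in NDSF alone held 33 of 383 (odds ratio 3.32, Fisher's exact p = 3.22e-08), and the genes that passed in both held 260 of 1802 (odds ratio 23.4, Fisher's exact p = 2.49e-150). The share of secreted genes was not shown to differ between the sets of ADSF alone and NDSF alone (odds ratio 0.743, Fisher's exact p = 0.430). The odds ratio was 1.62 (Fisher's exact p = 0.216) with the median taken over all values of the 9 libraries, and 1.87 (Fisher's exact p = 0.285) with edgeR's fold change in the rule. Within the 2016 genes over 16-fold above ADSM in ADSF, secreted genes were less frequent among the 214 than among the rest (odds ratio 0.415, 95% interval 0.219 to 0.728, Fisher's exact p = 0.000977). The list was written by hand and stands in for DAVID, which was not used here. The Lamc3 call was lost without NDSF library 1 (adjusted p = 0.0555, limma), with DESeq2 (0.0728) and with only the 2 groups in the model (0.0519), and Tslp passed without ADSF library 3 (0.0337).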

Top of functional annotation clustering was associated with secreted-related gene (Fig. 2g). 

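With the main reading of the rule, chemokine genes were over-represented among the genes assigned to ADSF alone and also among those that passed in both fibroblast groups. The 3 chemokine genes of the set of ADSF alone, Ppbp, Ccl20 and Cxcl3, were 3 of 13 chemokine genes in the background (odds ratio 16.3, 95% interval 2.86 to 64.0, Fisher's exact p = 0.00150, adjusted p = 0.0180). Of the same 13, 6 passed in both groups (odds ratio 4.72, 95% interval 1.31 to 16.4, Fisher's exact p = 0.00852, adjusted p = 0.0114). The set of NDSF alone held 2 of the 12 in its background, Ccl8 and Ccl5, the latter named after its values were seen (odds ratio 5.94, 95% interval 0.631 to 28.0, Fisher's exact p = 0.0567, adjusted p = 0.157). Of Ppbp, Ccl20 and Cxcl3, limma called Ppbp alone higher in ADSF than in NDSF. The ADSF mean of Cxcl3 lay below the NDSF median of the rule, so an equal NDSF mean would also place it in this set. Other readings of the rule were not run for chemokine genes. Cytokine genes had 1 member in the set of ADSF alone, Tslp, of 19 (Fisher's exact p = 0.296), NF-kB response genes 1, Ccl20, of 23 (Fisher's exact p = 0.346), proteases 3, Adamts16, Mmp9 and Serpinb2, of 39 (Fisher's exact p = 0.0340, adjusted p = 0.136), and growth factors 1, Wnt10b, of 66 (Fisher's exact p = 1). This set held no gene of the complement, interferon, proliferation, matrix or skeletal muscle lists (Fisher's exact p = 1 for each). In the set of NDSF alone were 9 of 11 skeletal muscle markers (odds ratio 135, 95% interval 28.0 to 1311, Fisher's exact p = 2.03e-12, adjusted p = 2.44e-11) and 6 of 34 interferon-stimulated genes (odds ratio 6.42, Fisher's exact p = 0.000728, adjusted p = 0.00291).

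Over all tested genes, chemokines went both ways. Cxcl14 and Ppbp were higher in ADSF than in NDSF and Ccl4 and Cxcl12 were lower, of 12 tested (2 higher and 3 lower when adjusted over the list alone). The median log2 fold change was 0.03 and the mean 0.16, while limma's camera pointed down (adjusted p = 0.927, adjusted p = 0.945 with an estimated correlation). Without NDSF library 3, 3 chemokine genes were higher and 5 lower, without NDSF library 1 or 2 these were 1 and 1, and without any 1 ADSF library 0 and 2. Without ADSM library 1, 2 or 3, 1 was lower. The neutrophil chemokine gene Cxcl5 had a value of 329.8 ± 113 in ADSF and 311 ± 47.1 in NDSF (log2 fold change 0.04, adjusted p = 0.930, limma). Of 21 cytokine genes, 2 were higher, among them Inhba, and Tgfb1 and Mif were lower (4 higher and 2 lower when adjusted over the list alone, limma's camera, adjusted p = 0.828, adjusted p = 0.927 with an estimated correlation). Without NDSF library 3, 5 cytokine genes were higher and 4 lower, without ADSF library 3, 4 were higher, and without ADSF library 1 or 2 or NDSF library 1 or 2, 2 were higher and 1 lower. None of 3 tested MHC class II genes was called by limma, edgeR or DESeq2, and 1, H2-DMb1, had an unadjusted limma p under 0.05, as higher in ADSF. For this list limma's camera gave an adjusted p of 0.768 (adjusted p = 0.825 with an estimated correlation).

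Of 31 interferon-stimulated genes, 11 were lower in ADSF than in NDSF by limma (21 lower when adjusted over the list alone), and none was higher, nor at an unadjusted p under 0.05, with edgeR or with DESeq2. The adjusted p from limma's camera was 1.22e-07 (adjusted p = 0.684 with an estimated correlation). The 11 became 27 without NDSF library 3, 2 without NDSF library 2, and 3 without NDSF library 1 or ADSF library 2, but no left-out library ended the call of limma's camera. Bst2, which tethers budding viruses, was 30.5 ± 7.69 in ADSF, 236 ± 177 in NDSF and 218 ± 80.2 in ADSM (log2 fold change -2.60 between ADSF and NDSF, standard error 0.535, adjusted p = 0.00880, limma). The summed values of the 31 tested genes were 5809 and 4384 in NDSF libraries 1 and 2, 1246 in NDSF library 3 and 802 to 1470 in ADSF. Of 12 complement genes, 9 were lower in ADSF and 1, Masp1, was higher (limma's camera, adjusted p = 0.000403, adjusted p = 0.564 with an estimated correlation). C1s, a protease of the classical pathway, was listed at 0 in ADSM and was 202 ± 28.7 in ADSF and 799.5 ± 344 in NDSF (log2 fold change -1.88, standard error 0.307, adjusted p = 0.00318, limma), and C4b, a precursor of the C4 fragments, 66.7 ± 26.2 and 521 ± 290.1 (log2 fold change -2.84, standard error 0.449, adjusted p = 0.00276, limma). Without ADSF library 3, NDSF library 1 or NDSF library 2, 5 were lower and none higher. The 12 tested complement genes summed to 9580 and 8167 in NDSF libraries 1 and 2, 4292 in NDSF library 3 and 2113 to 2613 in ADSF.

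Of 22 NF-kB response genes, 7 were lower in ADSF and 1, Ptgs2, was higher (9 and 1 when adjusted over the list alone, limma's camera, adjusted p = 0.0522, adjusted p = 0.640 with an estimated correlation). The 7 became 4 without any 1 ADSF library, 3 without NDSF library 1 and 2 without NDSF library 2. Saa3, an acute phase protein, was 7.75 ± 2.94 in ADSF and 60.6 ± 14.6 in NDSF (log2 fold change -2.84, standard error 0.478, adjusted p = 0.00351, limma), and Lcn2, which binds bacterial siderophores, 7.24 ± 2.59 and 30.9 ± 5.48 (log2 fold change -1.99, adjusted p = 0.00268, limma). Of 9 genes of prostaglandin synthesis, Pla2g4a, Ptgs1 and Ptgs2 were higher in ADSF and Ptgis was lower (3 higher and 2 lower when adjusted over the list alone, limma's camera, adjusted p = 0.195, adjusted p = 0.603 with an estimated correlation). Without ADSF library 3, NDSF library 1 or NDSF library 2, 2 were higher and none lower, without NDSF library 3, 5 were higher and 2 lower, and without ADSF library 1, 2 were lower. Ptgs2, the inducible cyclooxygenase, was 561 ± 220.2 in ADSF, 52.1 ± 54.9 in NDSF and 91.3 ± 14 in ADSM (log2 fold change 3.82 between ADSF and NDSF, standard error 0.565, adjusted p = 0.00203, limma). Pla2g4a, the phospholipase that releases its substrate, was 264 ± 57.8 and 99.2 ± 32.9 (log2 fold change 1.43, adjusted p = 0.00257, limma).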

Besides, GO biological process and KEGG pathway analysis revealed that immune response- and cytokine-related genes were enriched among ADSF specific genes (Additional file 2: Fig. S2C). These data suggest that secretory stimulation from ADSF is a key cellular interaction between SF and SM in the pathological synovial microenvironment.

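Compared with NDSF, ADSF expressed some genes for secreted and matrix proteins more strongly and a larger number less strongly. Col5a1, a chain of type V collagen, had a TMM-normalized value of 14749.6 ± 2304 (SD, n = 3) in ADSF, 8458 ± 932 in NDSF and 12.3 in ADSM, a log2 fold change of 0.80 between ADSF and NDSF (standard error 0.146, adjusted p = 0.00539, limma). Insulin-like growth factor 2, from Igf2, ran the other way, at 13.2 ± 5.27 in ADSF and 397 ± 29.3 in NDSF, and was listed at 0 in ADSM (log2 fold change -4.87, standard error 0.281, adjusted p = 3.38e-05, limma). Tgfb1 was 71.9 ± 5.55 in ADSF against 209 ± 60.3 in NDSF and 202 ± 7.3 in ADSM (log2 fold change -1.48, standard error 0.197, adjusted p = 0.00119, limma).

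Figf, a growth factor for lymphatic vessels, was 158 ± 45.6 in ADSF and 552 ± 136 in NDSF (log2 fold change -1.80, adjusted p = 0.00167, limma), and Igfbp7, which binds insulin-like growth factors, was 949 ± 73.7 and 2297 ± 654 (log2 fold change -1.23, adjusted p = 0.00293, limma). Both Figf and Igfbp7 were listed at 0 in ADSM. Elastin, from Eln, was 68.1 ± 51.2 in ADSF and 3001 ± 506 in NDSF (log2 fold change -5.67, standard error 0.390, adjusted p = 3.90e-05, limma), and the proteoglycan gene Dcn 449 ± 126 and 4847 ± 2760.2 (log2 fold change -3.23, adjusted p = 0.00189, limma).

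By list, of 332 tested genes for secreted proteins 32 were higher and 106 lower in ADSF than in NDSF (43 and 117 when adjusted over the list alone). The adjusted p from limma's camera was 0.000403 (adjusted p = 0.603 with an estimated correlation). These counts became 17 and 47 without NDSF library 1, 17 and 44 without NDSF library 2, and 17 and 67 without ADSF library 2. Of 65 growth factors and their binding proteins, 9 were higher and 22 lower (10 and 25 when adjusted over the list alone) and these became 4 and 12 without NDSF library 1, 3 and 11 without NDSF library 2, and 4 and 16 without ADSF library 2. Here limma's camera gave an adjusted p of 0.0164 (adjusted p = 0.539 with an estimated correlation, and 0.0748 without NDSF library 3). Of 36 proteases and inhibitors, 3 were higher, among them Adamts6 and Timp1, and 10 lower (4 and 10 when adjusted over the list alone, limma's camera, adjusted p = 0.546, adjusted p = 0.777 with an estimated correlation). These became 1 and 4 without ADSF library 2, 2 and 3 without ADSF library 3, 1 and 2 without NDSF library 1 or 2, and 5 and 9 without NDSF library 3. Of 24 matrix genes, Col5a1, Col12a1, Fn1 and Thbs1 were higher and Lum, Dcn, Pdgfra, Loxl1 and Eln lower (5 and 5 when adjusted over the list alone, limma's camera, adjusted p = 0.828, adjusted p = 0.929 with an estimated correlation). The matrix counts became 3 and 3 without ADSF library 2, ADSF library 3, NDSF library 1 or NDSF library 2. Adamts6, Timp1 and Col12a1 are named after their values were seen.

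Markers of skeletal muscle moved with these differences. The summed value of the 15 listed was 2066 ± 898 in NDSF, 91.0 ± 20.7 in ADSF and 93.4 ± 20.1 in ADSM, and it was 2860.3, 2247 and 1092 in NDSF libraries 1, 2 and 3. NDSF library 3 lay nearer to ADSF than the other NDSF libraries in this list as in the interferon, complement and proliferation lists. Its Pearson correlation across genes was up to 0.9530 with an ADSF library and up to 0.9504 with another NDSF library, against 0.9856 between NDSF libraries 1 and 2. From the 212 genes it extracted for ADSF and their gene ontology, the paper proposes that secretory stimulation from ADSF is a key interaction between SF and SM in the diseased synovium. It also reports that medium conditioned by ADSF, unlike that from NDSF, raised metabolic activity and inflammatory genes in ADSM. Those experiments were not analysed here.

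**Figure D2:**
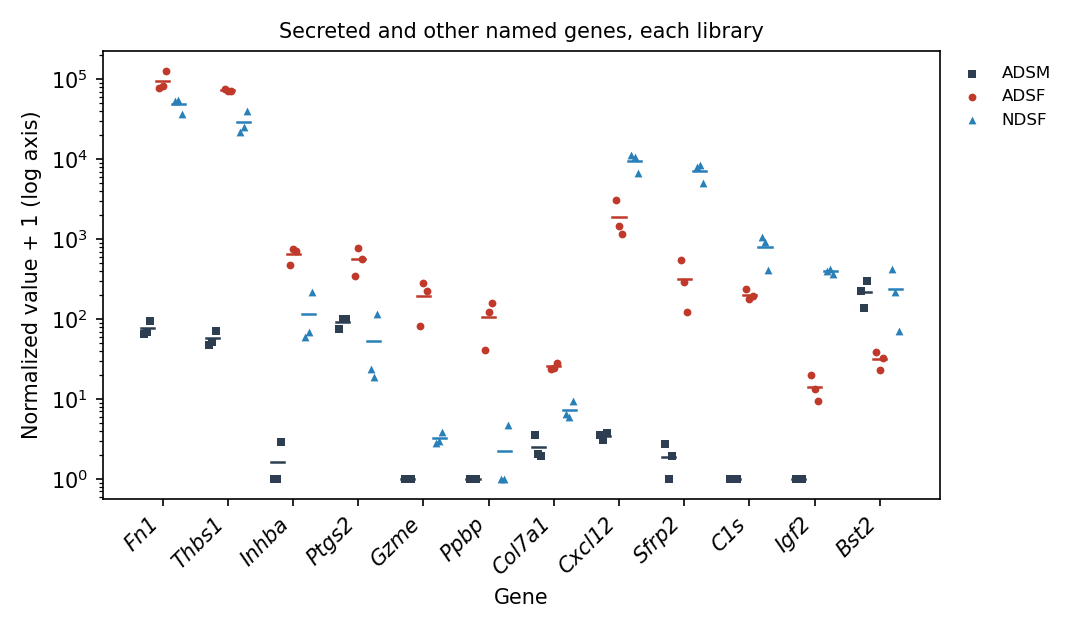
TMM-normalized value + 1 (vertical, log axis) of 12 named genes in ADSM, ADSF and NDSF (horizontal). Each point is 1 of the 3 libraries of a group and each bar is the group mean. Fn1, Thbs1, Inhba, Ptgs2, Gzme, Ppbp and Col7a1 have higher means in ADSF than in NDSF, and Cxcl12, Sfrp2, C1s, Igf2 and Bst2 have lower means.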

**Fig. 2:**
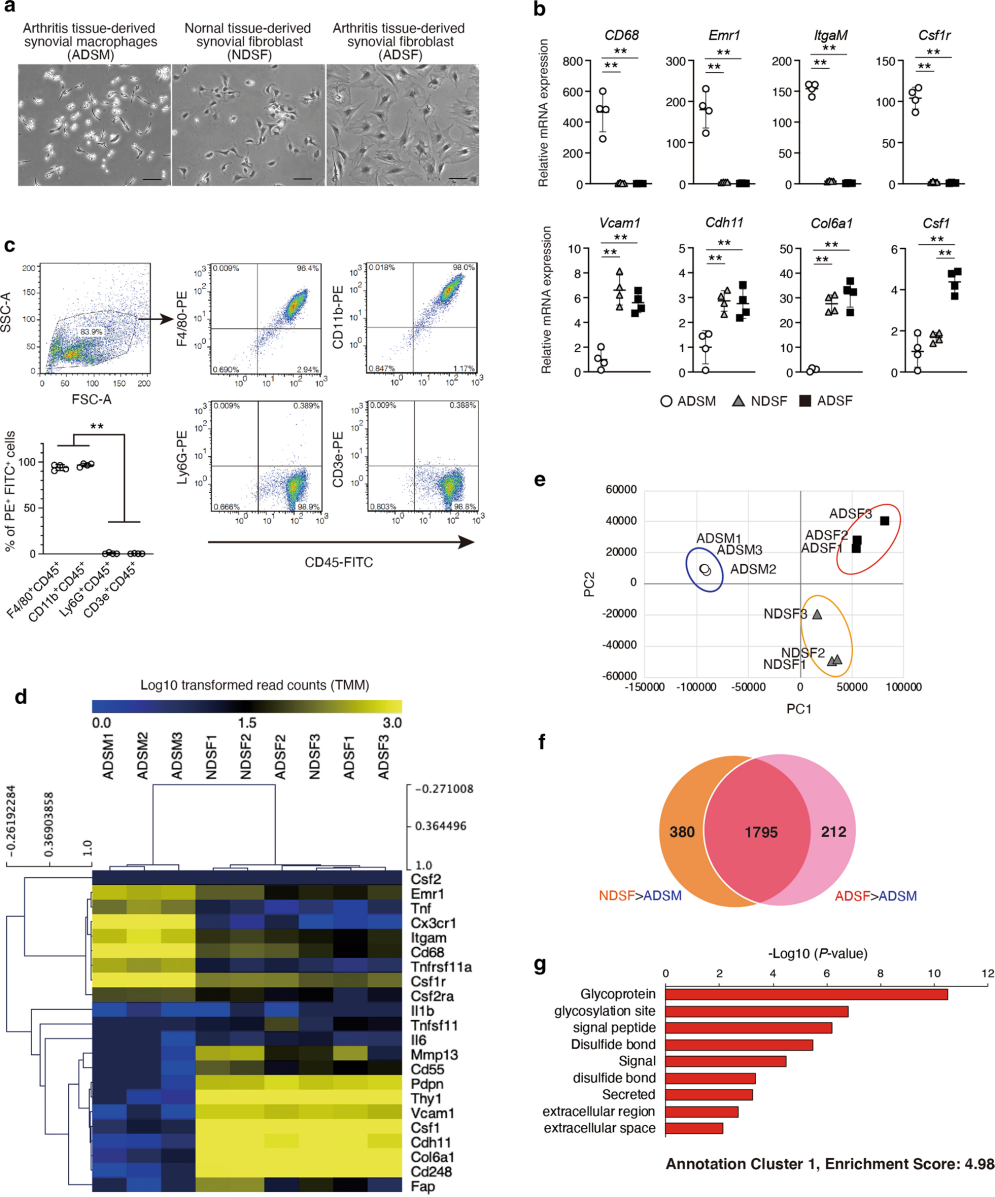
Gene expression profile in arthritis tissue-derived synovial macrophages (ADSM), normal tissue-derived synovial fibroblasts (NDSF) and arthritis tissue-derived synovial fibroblasts (ADSF). **a** ADSM, NDSF and ADSF were isolated from 4 independent ankles with or without CAIA. Representative phase-contrast images of ADSM, NDSF and ADSF. Scale bar represents 100 μm. **b** Gene expression of pan-macrophage and SF markers in ADSM, NDSF and ADSF were analyzed by RT-qPCR (*n* = 4). ** indicates *P* < 0.01 by ANOVA followed by Tukey’s test. Data are presented as average ± SD. **c** Pan-leukocyte marker (CD45), macrophage markers (F4/80, CD11b), B cell marker (Ly6G) and T cell marker (CD3e) were analyzed in ADSM by flow cytometry. Representative dot plots were shown. Percentage of FITC^+^ and PE^+^ were showed lower left graph (*n* = 4). ** indicates *P* < 0.01 versus Ly6G^+^ CD45^+^ and CD3e^+^ CD45^+^ by ANOVA followed by Tukey’s test. Data are presented as average ± SD. **d** Heatmap of selected genes in ADSM, NDSF and ADSF (*n* = 3). Log10 transformed read counts are scaled to 0.0 to 3.0. Rows and columns were ordered based on hierarchical clustering by MeV. **e** Principal-component analysis (PCA) displaying clusters of ADSM, NDSF and ADSF (*n* = 3). **f** Venn diagram for the number of specifically expressed genes in NDSF and ADSF. **g** Gene Ontology (GO) analyses were performed using DAVID Bioinformatics Resources. The top of enriched annotation cluster among 212 genes are illustrated by *P*-value. All data were obtained from 3–4 independent experiments using ADSM, NDSF and ADSF derived from 3 to 4 independent ankles with or without CAIA

### ADSF-CM induces glycolytic and oxidative metabolism in SM.

We next investigated whether biological properties of ADSM were affected by factors secreted from ADSF. Morphological changes were observed when ADSM were cultured in serum-free conditioned medium from ADSF (ADSF-CM) (Fig. 3a). In addition, MTT assay revealed that formazan absorbance was significantly increased when ADSM was cultured in ADSF-CM for 24 and 48 h compared with that at 0 h (Fig. 3b). On the other hand, formazan absorbance was detected with constant levels in ADSM treated by NDSF-CM and slight time-dependent decreases when ADSM were treated with control medium, ADSM-CM, or heat-inactivated ADSF-CM within 48 h (Fig. 3b). Although formazan absorbance tended to correlate with cell number, nuclear staining revealed that the number of ADSM was not increased by incubation with ADSF-CM for 24 and 48 h (Fig. 3c). These results suggested that ADSF specific secreted factors could alter mitochondrial activity but not cell proliferation of ADSM. In addition, CSF1 and CSF2 are well-known cytokines that promote survival and proliferation of macrophage lineage cells [30, 31]. To investigate whether the effects of ADSF-CM are dependent on CSF1 and CSF2, we performed a neutralizing assay. Neutralizing antibodies against CSF1 and/or CSF2 failed to inhibit ADSF-CM-induced increases in formazan absorbance (Additional file 2: Fig. S3A), suggesting that novel secretory factors in ADSF-CM rather than CSFs can activate cell metabolic status and maintain ADSM viability. To examine metabolic alterations in ADSM associated with ADSF-CM treatment, we analyzed mitochondria stress and glycolysis profiles using an extracellular flux analyzer. There is no significant metabolic difference in ADSM treated with ADSM-CM or NDSF-CM, we examined metabolic influence of ADSF-CM with ADSM-CM as control (Additional file 2: Fig. S3B and S3C). Monitoring of oxygen consumption rate (OCR) in response to sequential additions of oligomycin (Oligo), carbonyl cyanide-4-(trifluoromethoxy)-phenylhydrazone (FCCP), and antimycin A plus rotenone (AA/ROT) showed significant increases in basal respiration, ATP production and maximum respiration rates in ADSM treated with ADSF-CM compared to treatment with ADSM-CM (Fig. 3d). Likewise, the extracellular acidification rate (ECAR) in response to sequential addition of glucose and oligo indicated that the glycolysis and glycolytic capacity were also significantly increased in ADSM treated with ADSF-CM relative to those treated with ADSM-CM (Fig. 3e). These data indicate that secretory factors from SF can alter the metabolic status of SM as characterized by enhanced glycolytic and oxidative metabolism that can activate and lengthen the lifespan of SM in the inflammatory synovial microenvironment.

**Fig. 3:**
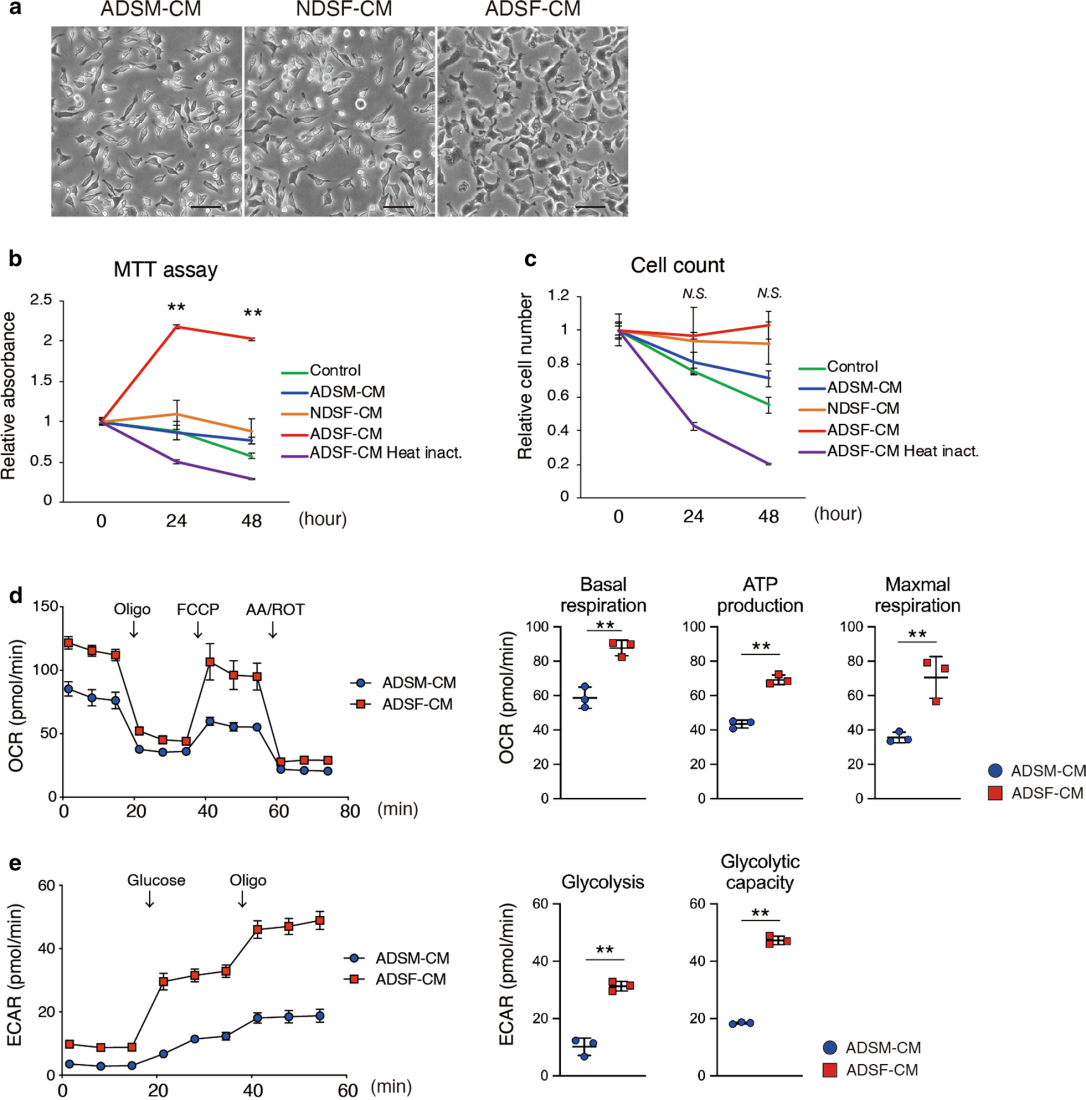
Cellular metabolism analysis in ADSM. **a** Representative phase-contrast images of ADSM cultured for 24 h by CM. Scale bar represents 100 μm. **b** Cellular metabolic status in ADSM was measured by MTT assay (*n* = 4). ** indicates *P* < 0.01 versus 0 h by ANOVA followed by Tukey’s test. **c** The number of nuclei were calculated to assess cell proliferation for 0–48 h (*n* = 4). *N.S.*; not significant versus 0 h by ANOVA followed by Tukey’s test. **d** Oxygen consumption rate (OCR) was assessed after the addition of oligomycin (Oligo), Carbonyl cyanide 4- (trifluoromethoxy) phenylhydrazone (FCCP) and antimycin A/rotenone (AA/ROT) at the indicated times (Left). Basal respiration, ATP production and maximal respiration were measured (Right) (*n* = 3). ** indicates *P* < 0.01 by unpaired *t*‐test. **e** Extracellular acidification rate (ECAR) was assessed after the addition of glucose and oligomycin (oligo) at the indicated times (Left). Glycolysis and glycolysis capacity were measured (Right) (*n* = 3). ** indicates *P* < 0.01 by unpaired *t*‐test. Data are presented as average ± SD. All data were technically replicated and repeated more than 2 times using ADSM derived from other CAIA ankle

### ADSF-CM induces metabolic reprogramming and inflammatory cytokine expression in ADSM

To investigate how ADSF-CM facilitates metabolic reprogramming in ADSM, we performed RT-qPCR to examine mRNA expression levels of genes related to cellular metabolism in ADSM. The mRNA expression levels of transporter genes (*Slc2a1, Slc1a5, CD36*) and genes associated with glycolysis (*Pfkfb1, Pfkfb3)* were significantly upregulated in ADSM treated with ADSF-CM compared to ADSM treated with ADSM-CM and NDSF-CM (Fig. 4a). Among TCA cycle-related genes, mRNA expression levels of *Irg1* were also significantly upregulated but there was no difference in *Idh1* mRNA between ADSF-CM, NDSF-CM and ADSM-CM conditions (Fig. 4a). Uptake of glucose and glutamine by ADSM was significantly increased in the presence of ADSF-CM compared to ADSM-CM and NDSF-CM (Fig. 4b, c). These results indicate that ADSF-CM promotes mRNA expression of cellular metabolism related-genes and consequent metabolic reprogramming in ADSM that is required for immune response in macrophages [7, 8]. We next examined mRNA expression levels of several types of macrophage markers including inflammatory and anti-inflammatory genes in ADSM by RT-qPCR. Expression levels of major marker genes of heterogeneous SM-subsets were altered in ADSM treated with ADSF-CM as follows. *Aqp1*, *Fxyd2*, *H2-Ab*, *Cx3cr1*, *Stmn1* and *Acp5* were significantly downregulated in contrast with significant upregulation of *Ccl7* and *Ctsk* by ADSF-CM treatment compared to ADSM-CM and/or NDSF-CM treatment (Additional file 2: Fig. S4A). On the other hand, expression levels of *H2-Eb*, *Ube2c* and *Birc5* did not altered by ADSF-CM treatment (Additional file 2: Fig. S4A) and the expression levels of *Ccl8*, *Retnla*, *Sparc* and *Vsig4* were less than detection limit (data not shown). This result indicated that ADSM obtained the features of SM-subset 3, at least, by secretory factors from ADSF. In parallel, inflammatory macrophage markers such as *Nos2, Tnf, Il-1b* and *CD86* in ADSM were remarkably upregulated by ADSF-CM compared to ADSM-CM and NDSF-CM, whereas expression levels of the anti-inflammatory macrophage marker *Il-10* were slightly but significantly upregulated in ADSF-CM treated ADSM (Fig. 4d). On the other hand, there was no significant difference in expression levels of other inflammatory macrophage markers such as *Hif1a* and *Irf5,* or the anti-inflammatory macrophage markers such as *Pparg* and *Irf4* (Additional file 2: Fig. S4C). In addition, initial protein levels of Tnf in respective CM (0 h) were very low, but those in culture medium of ADSM treated with ADSF-CM for 24 h were significantly increased compared to that included in medium of cells treated with ADSM-CM and NDSF-CM. (Fig. 4e). Furthermore, immunocytochemical staining indicated that Nos2-positive cells were present only under ADSF-CM conditions (Fig. 4f). Taken together, secretory factors from SF alter gene expression to induce metabolic reprogramming in SM that subsequently can activate inflammatory responses in the arthritic synovial microenvironment (Fig. 4g).

**Fig. 4:**
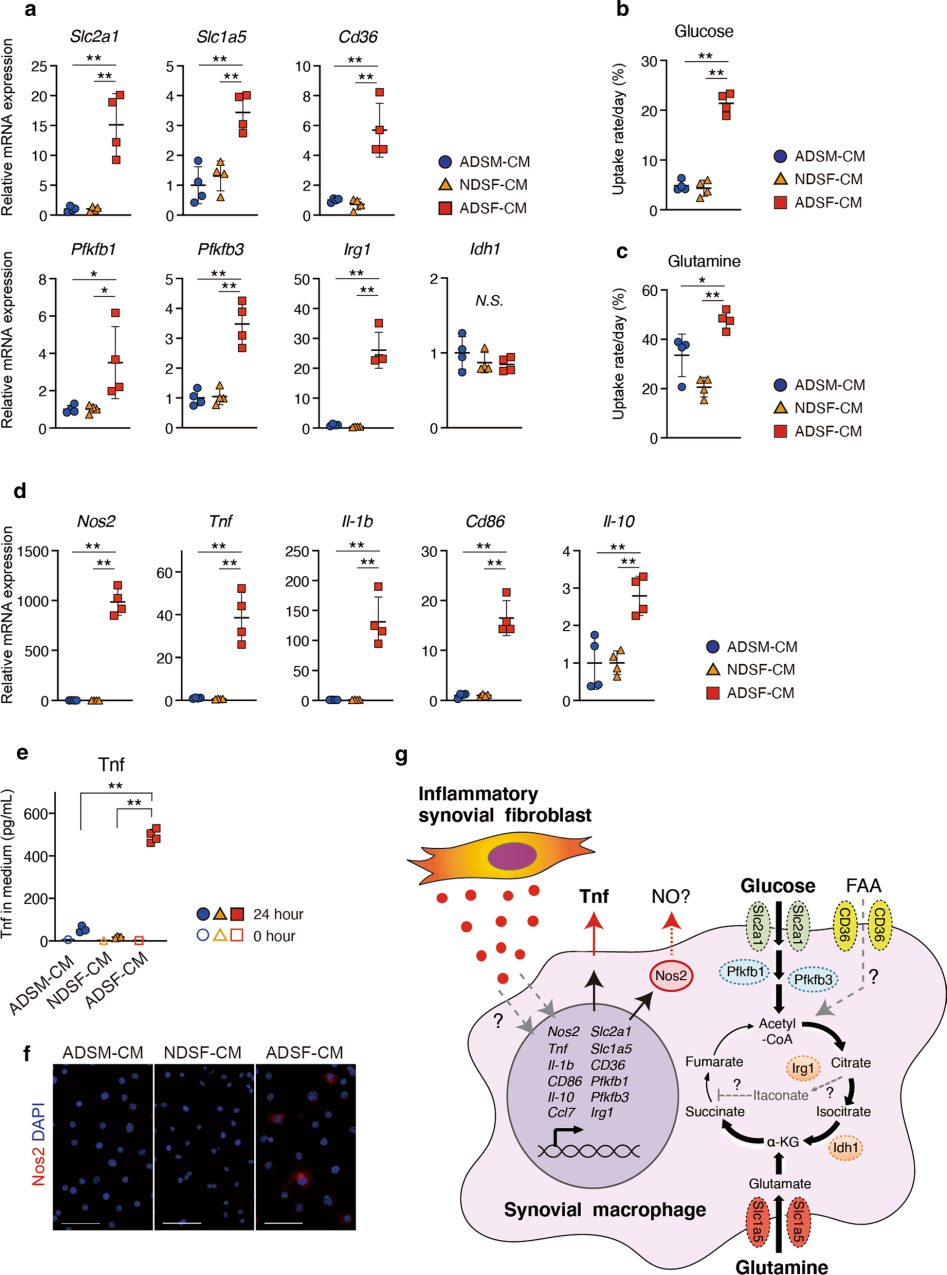
Metabolic reprogramming and immunological activation in ADSM. **a** Metabolic gene expression in ADSM treated with CM was analyzed by RT-qPCR (*n* = 4). **b** Glucose and **c** Glutamine uptake rate per 24 h were measured in ADSM treated with CM (*n* = 4). **d** Inflammatory and anti-inflammatory gene expression in ADSM treated with CM was analyzed by RT-qPCR (*n* = 4). **e** After culturing in CM for 0–24 h, the Tnf concentration in the medium was measured by ELISA (0 h; *n* = *1*, 24 h; *n* = 4). **f** Immunocytochemical staining of Nos2 (red) and DAPI (blue) in ADSM treated with CM. Scale bar represents 50 μm. **g** Summarized schema in this study. * and ** indicate *P* < 0.05 and *P* < 0.01, respectively, by ANOVA followed by Tukey’s test. Data are presented as average ± SD. All data were obtained from 4 independent experiments using ADSM derived from 4 independent CAIA ankles

## Discussion

RA is a major chronic inflammatory disease. The inhibitions of inflammatory response is effective therapeutic strategies for RA such as inhibitors of TNF, IL-6, CD86/80 or JAK as well as by disease-modifying anti-rheumatic drugs (DMARDs) [32]. Given the prominent role of inflammatory responses in RA, understanding the precise mechanisms underlying synovial inflammation, including the role of SM, which are main source of pro-inflammatory cytokine production, is critical. In RA synovium, pathological activation of synovial cells via cell–cell interactions can contribute to RA pathogenesis [15–17]. Both SM and SF have central roles in RA disease progression [15]. Therefore, in this study we investigated relationships between SM and SF and how these two cell types can contribute to pathogenesis of inflammatory arthritis such as RA using a CAIA murine arthritis model and primary cultures of synovial cells from these mice.

Here immunofluorescent staining revealed that the normal positional relationships between SM and SF, that orderly lined, was obviously disrupted in CAIA mice in a similar pattern with the previously reported K/BxN serum transfer arthritis (STA) model [28]. In the previous study, Culemann showed heterogeneity of SM in arthritic synovial tissue using single-cell RNA-seq and Cx3cr1^+^ lining macrophages form palisade-like structures to remove dying polymorphonuclear leucocytes in hyperplastic synovium surface of knee joint of K/BxN STA mice. However, such palisade-like structures were not observed at F4/80^+^ lining macrophages in that of CAIA mice. This finding indicates potential of difference between arthritis model types. As synovial cells were randomly localized in CAIA mice, some inflammatory SM (F4/80^high^, Nos2^+^, Tnf^+^) were distant from Pdpn^+^ SF in hyperplastic synovium. This result suggests that the synovial microenvironment in terms of SM and SF localization acquires a pathological structure in CAIA as well as K/BxN STA mice (Fig. 1). Furthermore, genome-wide gene expression profile analysis of primary cultures of murine synovial cells revealed that ADSF expresses abundant secreted related-genes including characterized genes as immune response, suggesting that interactions between SM and SF are mediated by secretory factors that play a key role to establish the pathological synovial microenvironment. Therefore, ADSM were cultured in ADSF-CM to mimic pathological synovial microenvironment instead of direct cell–cell interaction. Secretory stimulation induced by cytokines such as CSF1, CSF2 and IL-6 in SF is well established [15–17]. In particular, CSF1 and CSF2 are reported to be important molecules in the biological activities of macrophages, such as cell survival and cell differentiation; mesenchymal cells are the main sources of such cytokines [30, 31]. RT-qPCR analysis showed *Csf1* mRNA expression levels were higher in ADSF than in NDSF. However, here we found that neutralization of CSF1 and CSF2 did not inhibit metabolic activation of ADSM by ADSF-CM. In addition, *Il-6* expression was very low in cultured ADSF (data not shown). Furthermore, KEGG pathway analysis in SF specific gene set didn't enriched RA-related genes (mmu05323). Collectively, these data indicate that novel molecules, rather than CSF1, CSF2 and IL-6 from ADSF, likely affect metabolic activation in ADSM. 

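From a rheumatoid arthritis pathway list, 2 genes were among those assigned to ADSF alone, too few to show enrichment or its absence. The 2 members were Ccl20, a chemokine for T cells, and H2-DMb1, which loads peptides on MHC class II and had a TMM-normalized value of 0.915 in ADSM, 15.1 ± 1.63 (SD, n = 3) in ADSF and 7.51 ± 4.07 in NDSF. With 34 members in the background of genes above the ADSF median, this is an odds ratio of 3.38 (95% interval 0.390 to 13.4, 2-sided Fisher's exact p = 0.128, adjusted p = 0.383). The interval holds both no enrichment and a large one. Of the genes that passed in both fibroblast groups, 12 were on the list, among them Csf1, Ctsk, Mmp3 and Il6 (odds ratio 3.01, adjusted p = 0.00587 from Fisher's exact test), and of those that passed in NDSF alone 1, Ccl5.

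Between ADSF and NDSF, 39 genes of the list were tested. The T cell costimulator gene Cd80 and the angiogenic factor gene Vegfa were higher in ADSF, and Cxcl12, Tlr2, Tlr4, Icam1, Jun, Tgfb1, Angpt1 and Flt1 were lower (3 higher and 8 lower when adjusted over the list alone). The adjusted p from limma's camera was 0.0586 (adjusted p = 0.684 with an estimated correlation). These counts became 4 and 14 without NDSF library 3, 1 and 7 without ADSF library 2, and 0 and 6 without NDSF library 1 or 2. Cd80, Vegfa, Tlr2, Tlr4 and Flt1 are named after their values were seen. Of 5 tested endothelial markers, Pecam1, Cdh5, Egfl7 and Ptprb were also lower in ADSF (5 lower when adjusted over the list alone), with a median log2 fold change of -2.57 (limma's camera, adjusted p = 0.000309, adjusted p = 0.539 with an estimated correlation). Without NDSF library 1, 2 or 3, 1 of these was tested and did not pass. The others thus passed the filter through NDSF alone and could only be lower in ADSF. Neither their direction nor the p of limma's camera is independent of the filter. Icam1, which leukocytes bind, was 47.5 ± 16.8 in ADSF and 148 ± 33.5 in NDSF (log2 fold change -1.65, standard error 0.263, adjusted p = 0.00288, limma). Angpt1, a growth factor for vessels, was listed at 0 in ADSM and stood at 48.6 ± 17.4 in ADSF and 178 ± 37.8 in NDSF (log2 fold change -1.90, standard error 0.306, adjusted p = 0.00303, limma). Against ADSM, 17 of the 39 were higher and 17 lower in ADSF, with a median log2 fold change of -1.15 and a mean of 0.91. Here limma's camera pointed down (adjusted p = 0.644, adjusted p = 0.857 with an estimated correlation). The list was written from memory of the KEGG pathway. With limma's camera its call between ADSF and NDSF, lower in ADSF, was reached with upper-quartile scaling (adjusted p = 0.0455) and without ADSM library 2 (0.0411), ADSF library 2 (0.0165) or NDSF library 3 (0.0154).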

Additional research will be needed to identify these novel secretory molecules from ADSF.

Metabolic reprogramming can affect signaling pathways and contribute to immunological response in macrophages [7, 11]. Changes in metabolic activity in M1 macrophages are manifested as enhanced glycolysis in response to upregulation of Slc2a1 (Glut1) and Pfkfb3 expression, and dysregulation of the TCA cycle associated with upregulation of Irg1 and downregulation of Idh1 [6, 33–35]. In M2 macrophages, expression of Pfkfb1, which has low phosphofructokinase activity, is upregulated and the uptake of glutamine and fatty acids is enhanced by upregulation of Slc1a5 (ASCT2) and CD36 respectively, resulting in upregulation of both glycolysis and mitochondrial respiration [36–38]. In the present study, metabolic flux analyses showed that both glycolysis and mitochondrial respiration are upregulated in ADSM cultured with ADSF-CM, suggesting that ADSM could have a long-lived phenotype. In addition, uptake of both glucose and glutamine was facilitated and expression levels of genes encoding pro-inflammatory macrophage markers such as *Tnf, Il-1b* and *Nos2* were simultaneously and significantly upregulated in ADSM cultured in ADSF-CM. These results indicate that interactions mediated by secretory factors from ADSF in the pathological synovial microenvironment could induce specific phenotypes in SM, which have both long-lived and pro-inflammatory features to induce chronic inflammation in RA. On the other hand, it has been reported that SM in RA express HIF1A that is important transcription factor to promote macrophage activation [7, 39, 40], however, *Hif1a* mRNA was not significantly upregulated in ADSM treated with ADSF-CM in this study. As previous reports have reported that citrate and succinate accumulation can stabilize Hif1a [7], we should analyze protein stability of Hif1a in the future.

Recently, macrophage niches in various tissues have been reported [2, 3, 5, 13, 26]. Therefore, the pathological synovial microenvironment populated by SM and SF could also be termed an inflammatory synovial niche. Given that metabolic reprogramming contributes to immunological responses through such as Hif1a stability and epigenetic alterations in immune cells including macrophages [7, 8, 41–43], metabolic realignment in immune cells has received attention as a therapeutic target [44, 45]. However, we could not reveal causal link between the changes of metabolic activity and of inflammatory gene expression in ADSM. Therefore, future studies are needed to elucidate relationships between metabolism alterations, stabilization of transcription factor such as Hif1a and epigenetics alterations in SM to discover novel therapeutic strategies for RA that involve targeting of SM metabolism.

Metabolic feature of resident macrophages has been studied in some microenvironment conditions [3, 13], however, that of SM in arthritis models and RA patients were not well studied. This might be caused by the difficulty of isolation of SM with high-purity. There are some reports for metabolic status in RA macrophage, which are generally derived from peripheral monocytes [46, 47]. In the present study, we established simple method to isolate not only murine SF but also SM derived from swollen ankle of arthritis model mice, although we could not isolate enough amount of SM derived from normal ankle. This method would be useful for in vitro experiments of SM in inflammatory arthritis at least mice models. Overall, this study does have some limitations. First, the results are limited to in vitro experiments and the ADSM phenotypic alterations associated with ADSF-CM were conducted under serum-free conditions to eliminate the effects of residual FBS in CM. Therefore, additional investigations are needed to assess the ADSM phenotype under different culture conditions to reveal the pathological niche in greater detail. Second, isolated ADSM and ADSF might seem to lost their heterogeneity of cell population by influence of in vitro culture condition because expression patterns of marker genes in isolated ADSM and ADSF could not be categorized into any subsets, which were previously reported [28, 29]. Meanwhile, slight possibility was shown that ADSF-CM treatment induced polarization into SM-subset 3-like cells. More experiments are needed to clarify which SF-subset can secrete the factors to induce metabolic reprogramming in SM and contribute differentiation to each subset of SM.

## Conclusions

In conclusion, this study explored the secretory interactions between SM and SF in the pathological synovial niche of inflammatory arthritis that can enhance SM activation and increase the lifespan of these cells via metabolic reprograming under inflammatory conditions.

## Supplementary information

**Additional file 1.** Supplemental Table of primer sequence for RT-qPCR.

**Additional file 2.** Supplemental figure 1–4.

## Data Availability

Data sets from RNA-seq were deposited in the NCBI Gene Expression Omnibus under accession numbers GSE142607.

## Abbreviations

AA/ROT: Antimycin A plus rotenone
ADSF: Arthritis tissue-derived synovial fibroblasts
ADSM: Arthritis tissue-derived synovial macrophages
BSA: Bovine serum albumin
CAIA: Collagen antibody induced arthritis
CM: Conditioned medium
CSF: Colony stimulating factor
DAPI: 4′,6-Diamidino-2-phenylindole
DMARD: Disease-modifying anti-rheumatic drug
DMEM: Dulbecco’s minimum essential medium
ECAR: Extracellular acidification rate
ELISA: Enzyme-linked immunosorbent assay
FBS: Fetal bovine serum
FCCP: Carbonyl cyanide-4-(trifluoromethoxy)-phenylhydrazone
FPKM: Fragments per kilobase of exon per million reads mapped
GO: Gene ontology
H.E.: Hematoxylin–eosin
HBSS: Hanks' balanced salt solution
LPS: Lipopolysaccharide
MTT: 3-(4,5-Dimethyl-2-thiazolyl)-2,5-diphenyltetrazolium bromide
NDSF: Normal tissue-derived synovial fibroblasts
NO: Nitric oxide
OCR: Oxygen consumption rate
Oligo: Oligomycin
PCA: Principal-component analysis
Pdpn: Podoplanin
RA: Rheumatoid arthritis
RT-qPCR: Real-time quantitative polymerase chain reaction
SD: Standard deviation
SF: Synovial fibroblasts
SM: Synovial macrophages
STA: Serum transfer arthritis
TCA: Tricarboxylic acid
TMM: Trimmed mean of M values
Tnf: Tumor necrosis factor

How the deposited data were processed for this re-analysis (not part of the article)

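RNA was measured in 9 libraries of primary mouse ankle cells, 3 each of ADSM, ADSF and NDSF. Libraries were assigned to groups by the deposited labels, which name the macrophages and fibroblasts of arthritic ankles and the fibroblasts of normal ankles, and replicate numbers were used only as names. The paper states that the mice were female. It derives the cultures from independent ankles, and neither it nor the labels say which library came from which ankle, animal or day.

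The authors mapped the reads to mm10 with TopHat, and their methods and processing notes name Cufflinks as well, without versions. The main table deposited by the authors holds a signal per gene, the read count divided by 1 TMM factor per library, for 23420 genes in the 9 libraries. The tool that counted the reads, and whether it used the strand, are not given in the sources used here, so genes that overlap or are near copies of each other may share reads. A second table holds the same kind of signal, deposited by the authors for the 6 ADSM and ADSF libraries. After the reads were recovered, all 140514 of the 140514 values shared by these tables were equal. The authors also deposited FPKM values from Cufflinks for those 6 libraries and 23351 genes, which were used only to rank genes within ADSM and within ADSF. The tables further hold q-values that the authors computed with a tool and a contrast that are not given in the sources used here. In the authors' deposited table 10724 of 23420 genes had a q-value under 0.05 over the 9 libraries and 7518 over the 6 libraries, and these q-values entered no test.

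Every deposited TMM value was a whole multiple of the library's smallest value above 0 within 0.001, and this multiple was taken as the number of reads. A value of 1 read lay between 0.854 and 1.24 on the TMM scale, so means of a few units rest on a few reads per library and values of 0 in a group show only that no read was found at this depth. The number of unused per-sample columns was 0.

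The design written before the data were examined assumed a table of counts and named edgeR's quasi-likelihood test, with limma on log2(value + pseudocount) in its place if the deposited values were not counts. Since the values are normalized, limma was the test used here, and edgeR and DESeq2 were run on the recovered reads as alternatives only. The limma model had a mean for each of the 3 groups, used log2(value + 1) and a trend of the variance with the level, and covered 11889 genes with a value of at least 10 in at least 3 of the 9 libraries. The p-values were adjusted by the method of Benjamini and Hochberg over these genes with a threshold of 0.05. The smallest 2-sided p of an exact permutation test of 3 against 3 libraries is 0.1, so no such test was used for single genes. R 4.3.3, limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0 were used, with the random seed 20201130.

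The paper's rule for genes over 16-fold higher was applied as written in its text. A gene passed in a fibroblast group if its mean was above the median of that group's means over all genes in the table and log2 of the ratio to the ADSM mean was over 4, and an ADSM mean of 0 passed. The text does not say which median was taken or how values of 0 were treated, and other readings are among the alternatives. Hierarchical clustering used average linkage and 1 minus the Pearson correlation on log10(value + 1), and the principal components used centred linear values.

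Gene lists, 42 in all, were written by hand before the values were seen. They cover the marker and RT-qPCR genes of the study, pathways of inflammation, secretion, matrix and metabolism, and cell types that an ankle culture could hold. Lists with at least 3 tested members were compared with all other genes by limma's camera with a preset correlation of 0.01 and with an estimated correlation, and its p-values were adjusted over the lists of a comparison. Enrichment among the genes of the 16-fold rule was tested with Fisher's exact test. Intervals are at 95% and cover counting error only.

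Genes were named by a rule set at the same time. It takes every gene that the paper names from the RNA-seq data, and the RT-qPCR genes where list values are given. For each comparison and direction it takes the 12 genes with the largest fold change among those that passed, did not overlap between libraries and had at least 50 CPM in the higher group. It further takes the 12 genes assigned to ADSF alone with the highest ADSF mean, the 12 of them with the smallest adjusted p between ADSF and NDSF, the 4 members of each list with the smallest adjusted p in a comparison, and the secreted genes among those assigned to ADSF alone. Gene models with no official name were counted and not named. Some genes taken by this rule are counted in their lists and not reported here. Coordinates are those of the deposited table on mm10, and transcript lengths and GC content for 1 check came from the GENCODE annotation of the same build.

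The pipeline was tested on simulated reads with known changes. In each comparison 100 genes were changed 2-fold and 100 were changed 4-fold, all of them well read and far fewer than the data called. Recovery of low genes was therefore not measured, and the false share depends on the number of true changes. For ADSF against ADSM, 63% of genes changed 2-fold and 98% of genes changed 4-fold were called among 11799 genes, and 11.5% of the calls were false. These values were 76%, 97% and 10.4% for NDSF against ADSM over 11438 genes, and 67%, 98% and 4.62% for ADSF against NDSF over 12057 genes. In the comparisons against ADSM the simulated false share was thus higher than an adjusted p of 0.05 implies.

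The alternatives tried were DESeq2, upper-quartile scaling, other filters on low values, a model of only the groups compared, the replicate number as a block, libraries thinned to the smallest, a test against a log2 fold change of 1, other readings of the 16-fold rule and each library left out in turn. As alternatives to limma, the edgeR test on the recovered reads, pseudocounts of 0.5 and 5 and the removal of genes on chromosomes X and Y were chosen after seeing the data. The reading of the 16-fold rule with edgeR was set before. DAVID was not used here, and the RT-qPCR, flow cytometry and metabolite data of the paper were not analysed here.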

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

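All tests of the first and the third pattern below and the test of further muscle genes were chosen only after the result was seen. The test of GC content and length and the splits of the libraries were set before.

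Genes of the Y chromosome, which the paper does not discuss, had reads in every ADSM library although the paper states that the mice were female. The summed value of Ddx3y, Eif2s3y, Kdm5d and Uty was 398 in ADSM (mean of 337, 469 and 389) from 1262 reads, and Xist, the RNA that silences an X chromosome in female cells, was 2.07 ± 1.82 (SD, n = 3) in ADSM against 2815 in ADSF and 2090.2 in NDSF. Reads shared with the X-linked partners of these genes are argued against, since the fibroblast libraries, where the partners stood at 1.29 times their ADSM level, held 0 reads of the 4 genes. Male RNA mixed into libraries of female cells is argued against only if female macrophages hold Xist near the fibroblast level. Xist in ADSM was 0.0846% of the fibroblast mean, which would then leave little room for female cells. No library of female macrophages was at hand to set that level. Libraries of male cells would give Y-linked reads and almost no Xist, but this is the pattern itself and no separate test, so they stay open. Of the 43 other Y-linked genes in the table 1, Erdr1, had reads, 9.61% of them in ADSM. This test could not decide and its bound was wrong, because a gene read mostly in libraries with 0 reads of the 4 Y genes cannot mark that chromosome.

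Skeletal muscle genes were read in NDSF and hardly in the other groups. The 15 markers listed beforehand had a summed value of 2066 in NDSF, against 91.0 ± 20.7 in ADSF and 93.4 ± 20.1 in ADSM (SD, n = 3), and all 11 that were tested were lower in ADSF than in NDSF (limma's camera, adjusted p = 7.11e-15, adjusted p = 0.492 with an estimated correlation), while without NDSF library 1, 2 or 3 the filter kept 3, all lower. For a bias by GC content and transcript length between the library kits, 10000 lists were matched on these and on level. The median log2 fold change of -5.06 lay below that of each, the lowest of which was -1.62. This cannot decide, because most of the 11 passed the filter through NDSF alone, which favours a low median, and the matched lists were not chosen so. Over all tested genes the log2 fold change had Spearman correlations of only -0.0505 with GC content and -0.0260 with length. As a hypothesis, the NDSF cultures may have held skeletal muscle cells, because 100% of 14 further muscle genes, such as Neb, Tnnc1 and Tnni1, had a higher value in every NDSF library than in every ADSF library, with no filter on level, as had 12.6% of all genes in the table, where chance gives 5%. Of these 23420 genes 16106 had a mean above 0 in NDSF and the rest could not be higher there, so the share among genes read in NDSF is above 12.6%. The 14 genes were not shown to vary independently of each other. The state of the ankle, the kit and the dissection stay open, as no library of normal ankles was made with the kit of ADSF according to the paper.

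The paper does not test ADSF against NDSF in the RNA-seq data, and 2518 of 11889 genes differed between them by limma. This number depended on single libraries: 4086 genes differed without NDSF library 3, and 756, 877, 1154 and 1271 without NDSF library 2, NDSF library 1, ADSF library 2 and ADSF library 3. ADSF RNA mixed into NDSF library 3 is argued against as the only cause. On a scale from 0 at the other NDSF libraries to 1 at ADSF, this library lay at a median of 0.303 over the 73 genes high in ADSF and 0.715 over the 289 genes low in ADSF. The difference was -0.412 (95% bootstrap interval over genes, not libraries, -0.472 to -0.325), where mixing into RNA like that of the other 2 NDSF libraries needs 0. Mixing together with another difference stays open. A lower depth is argued against by its reads, 103% of the lower of the other 2 NDSF libraries, and a swap by the lowest correlation within ADSF of 0.971 against at most 0.909 between ADSF and the other 2 NDSF libraries. A difference between the NDSF cultures in growth or cell make-up was not tested and stays open.

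With 3 libraries in each group there are 10 ways to split the 6 libraries of a comparison, too few for a share under 0.05. The grouping of the study called 8451 genes for ADSF against ADSM, 8959 for NDSF against ADSM and 2518 for ADSF against NDSF. The highest of the other splits called 0, 0 and 1, so the number of splits with as many genes was 1 in each comparison, the split of the study itself. Each other split mixes the groups, which widens the spread within a side where they differ. These low counts therefore do not measure how many calls are false.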

How the results depend on the processing

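The tests with edgeR on the recovered reads, with pseudocounts of 0.5 and 5 and without chromosomes X and Y were chosen only after the result was seen. The reading of the 16-fold rule with edgeR's fold change and adjusted p was set before. No gene of the 3 comparisons was called in the opposite direction under any alternative. The counts of changed genes stayed within 1.5 times of 8451, 8959 and 2518, apart from 3804, 4300 and 140 in a test against a log2 fold change of 1, which asks for a larger change, and apart from the comparison of ADSF with NDSF when a library was left out (756 to 4086). DESeq2 gave 8555, 9473 and 2475 genes and edgeR 8401, 8970 and 2563. Replicate numbers did not pair the libraries, since same-numbered libraries deviated with correlations of -0.0237 to 0.00509 (ADSM and ADSF), 0.0153 to 0.0369 (ADSM and NDSF) and -0.140 to 0.178 (ADSF and NDSF), and not every library correlated best with its own number. A replicate block gave 8361, 8889 and 2307 genes, and lost the call of limma's camera for the lining genes between ADSF and NDSF (adjusted p = 0.0576). Of 665 calls on named genes, a test against a log2 fold change of 1 lost 165, leaving out NDSF library 2 lost 59, gained 3 and left 50 untested (559 in all), leaving out NDSF library 3 lost 6, gained 30 and left 49 untested (640 in all), and none was reversed. Taking the median over genes above 0 in the group, the 16-fold rule gave 1001 genes in ADSF, 1209 in NDSF and 93 in ADSF alone, and over genes above 0 in any library 1113, 1288 and 108. ADSF alone held 121 genes with a pseudocount of 1 and 78 with edgeR's fold change and adjusted p. These 4 readings counted as higher in ADSF than in NDSF 51.6%, 48.1%, 43.8% and 57.7% of the genes of ADSF alone, in place of 21.5%, and leaving out a library gave 5.48 to 32.1%. Without an ADSF library, genes with a value of at least 10 in ADSF alone could no longer be tested, which lowers this share. The odds ratio of secreted genes, 2.47, was 1.62 with the median over all values and 1.87 with edgeR, both no longer past the threshold, and was reversed to 0.415 within the genes over 16-fold in ADSF. The excess of the correlation within groups over that between groups on the marker genes was 0.762, and was 0.730 on linear values, 0.413 over all genes with a mean of at least 10, and 0.646 to 0.825 with a library left out. The first principal component held 84.2% of the variance on the log2 scale, 97.1% over the 500 most variable genes, and 74.8 to 83.8% with a library left out. Unless the alternative's own construction shows it, the cause was not tested. Between ADSF and NDSF, calls of limma's camera at an adjusted p of 0.0334 for glycolysis were lost without ADSF library 2 (0.0581), ADSF library 3 (0.123) or NDSF library 3 (0.144), and those for the interferon, complement, proliferation, secreted and muscle lists were not lost under any alternative run at the preset correlation. With an estimated correlation all of these calls were lost, at an adjusted p of 0.684 for glycolysis and of 0.492 to 0.684 for the others. The muscle call between NDSF and ADSM was lost without any NDSF library, where 3 of its 11 genes could still be tested. A test against a log2 fold change of 1 was not run on the gene lists. At this depth a value of 1 is about 1 read, which limits statements on genes near 0.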

Differences from the paper's values

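The readings named here were set before the data were examined, except the edgeR test and the pseudocount of 5, which are the tests of this part chosen only after the result was seen. The 16-fold rule gave 2185 genes in NDSF, 2016 in ADSF and 214 in ADSF alone, where the paper's values are 2175, 2007 and 212, and no pair differed by over 1.5 times. CPM with TMM factors computed here gave the paper's 212 for ADSF alone, as did leaving out ADSM library 1, and leaving out NDSF library 2 gave 2175 in NDSF and 212 in ADSF alone.

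By RT-qPCR, the paper states that Csf1 was higher in fibroblasts of arthritic ankles than in those of normal ankles (Fig. 2b). In the RNA-seq libraries Csf1, the growth factor of macrophages, was 7047 ± 502 (SD, n = 3) in ADSF and 4339.6 ± 1512 in NDSF, higher in each ADSF library than in each NDSF library, but the difference did not pass (log2 fold change 0.75, standard error 0.280, adjusted p = 0.0807, limma, with 0.0117 to 1 across the alternatives). It passed without NDSF library 3 (adjusted p = 0.0117, limma), ADSM library 1 (0.0404) or ADSM library 2 (0.0496), with DESeq2 (0.0215) and with a replicate block (0.0488). Among the settings chosen after seeing the values, it passed with edgeR (adjusted p = 0.0468) and with a pseudocount of 5 (0.0389). The other markers of Fig. 2b went the way the paper states by limma, with Cd68, Emr1, Itgam and Csf1r lower and Vcam1, Cdh11 and Col6a1 higher in both fibroblast groups than in ADSM.

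From gene ontology terms, the paper states that cytokine-related genes were enriched among the genes specific to ADSF (Fig. S2C). With the hand-written lists used here, the set of 214 genes held 1 of 19 cytokine genes in the background (Fisher's exact p = 0.296), and 3 of 13 chemokine genes (Fisher's exact p = 0.00150, adjusted p = 0.0180). Of these chemokine genes, limma called Ppbp alone higher in ADSF than in NDSF. These lists are not the terms of the paper, whose members were not used here.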

Other observations

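The edgeR tests and the test with a pseudocount of 5 are the tests of this part chosen only after the result was seen.

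Vessel genes and Kit were lower in ADSF than in NDSF. Of 5 tested endothelial markers 4 were lower (5 when adjusted over the list alone), namely Pecam1, Cdh5, Egfl7 and Ptprb. Cdh5, the cadherin of endothelial junctions (chromosome 8 of mm10, 104101625 to 104144502), had a TMM-normalized value of 83 ± 47.6 (SD, n = 3) in NDSF, 2.62 ± 0.310 in ADSF and 0.908 in ADSM, a log2 fold change of -4.33 between ADSF and NDSF (standard error 0.516, adjusted p = 0.000640, limma). The list had an adjusted p of 0.000309 from limma's camera (adjusted p = 0.539 with an estimated correlation), and the 5 tested markers summed to 382, 291 and 155 in NDSF libraries 1, 2 and 3. Kit, the stem cell factor receptor and the 1 mast cell marker of 7 that was high enough to be tested, was 25.2 ± 11.1 in NDSF and 0.662 in ADSF and was listed at 0 in ADSM (log2 fold change -4.08 between ADSF and NDSF, adjusted p = 0.000737, limma). These markers were high in NDSF alone, so without NDSF library 1, 2 or 3 the filter kept 1 of the endothelial markers, which did not pass, and 0 mast cell markers. Markers that passed the filter through NDSF alone could only be lower in ADSF, so their direction is not independent of the filter. Against ADSM all 5 endothelial markers were higher in NDSF (limma's camera, adjusted p = 0.0312, adjusted p = 0.323 with an estimated correlation), a call lost with DESeq2 (0.0622), with libraries thinned to the smallest (0.0607) and with edgeR (0.0990).

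Myoc, which codes for the secreted protein myocilin, had the largest log2 fold change between ADSF and NDSF of the 11889 genes tested, at 2566 ± 1857 in NDSF against 4.39 ± 6.55 in ADSF (log2 fold change -9.28, standard error 0.888, adjusted p = 0.000199, limma). On the side of ADSF, Fabp5, a fatty acid binding protein, was 1044 ± 277 against 175 ± 161 in NDSF (log2 fold change 2.92, standard error 0.481, adjusted p = 0.00330, limma), and Cdh3, the placental cadherin, 214 ± 80.7 against 26.4 ± 34.1 (log2 fold change 3.68, standard error 0.710, adjusted p = 0.00654, limma).

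Some genes of energy metabolism, which the paper studies in macrophages, differed between the fibroblasts, as did 21.2% of all genes tested. Of 23 glycolysis genes, Hk2, Gpi1, Gapdh, Pkm and Ldha were higher in ADSF than in NDSF and Pdk1, a kinase that blocks pyruvate dehydrogenase, was lower (6 higher and 1 lower when adjusted over the list alone). The adjusted p from limma's camera was 0.0334 (adjusted p = 0.684 with an estimated correlation), and the call was lost without ADSF library 2 (0.0581), ADSF library 3 (0.123) or NDSF library 3 (0.144). Gapdh was 4129.9 ± 396 in ADSF and 2389 ± 204 in NDSF (log2 fold change 0.79, standard error 0.129, adjusted p = 0.00318, limma), and Hk2, which phosphorylates glucose, 199 ± 43.9 and 92.5 ± 14.2 (log2 fold change 1.08, standard error 0.169, adjusted p = 0.00258, limma). The 5 higher genes became 3 without ADSM library 1 and 2 without ADSM library 3, ADSF library 2, ADSF library 3, NDSF library 1 or NDSF library 2.

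Of 20 genes of the TCA cycle, Cs, Idh3a, Ogdh, Dlst, Sdhd and Mdh2 were higher and Idh1 and Idh2 lower in ADSF (7 higher and 2 lower when adjusted over the list alone, limma's camera, adjusted p = 0.0522, adjusted p = 0.724 with an estimated correlation). The list passed without ADSM library 2 (limma's camera, adjusted p = 0.0486) or ADSF library 3 (0.0490), with DESeq2 (0.0290), upper-quartile scaling (0.0455), no filter (0.0216) and thinned libraries (0.0384). The counts became 2 and 0 without ADSF library 2, NDSF library 1 or NDSF library 2, 3 and 0 without ADSF library 3, and 5 and 1 without ADSM library 3. Mdh2, the mitochondrial malate dehydrogenase, was 829 ± 66.5 in ADSF and 432 ± 80.0 in NDSF (log2 fold change 0.95, standard error 0.144, adjusted p = 0.00225, limma). Of 34 respiratory chain genes, Ndufa10, Uqcrh, Cycs and Cox7a2 were higher and Ndufv2 and Cox5b lower (4 higher and 1 lower when adjusted over the list alone, limma's camera, adjusted p = 0.195, adjusted p = 0.892 with an estimated correlation). Without 1 ADSF library or NDSF library 1, 2 were higher and 1 lower, without NDSF library 2 these were 2 and 0, without NDSF library 3 they were 7 and 2, and without ADSM library 1 or 3 they were 4 and 1.

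Of 12 tested genes that the paper measured by RT-qPCR in macrophages, Hif1a was higher and Slc1a5, Cd36 and Idh1 were lower in ADSF than in NDSF. Their median log2 fold change was 0.25 and their mean -0.40, and limma's camera pointed down (adjusted p = 0.624, adjusted p = 0.760 with an estimated correlation). Cd36, a fatty acid receptor, was 25.6 ± 1.01 in ADSF, 209.8 ± 95.1 in NDSF and 85.3 ± 22.0 in ADSM (log2 fold change -2.85 between ADSF and NDSF, standard error 0.343, adjusted p = 0.000669, limma). Hif1a, a transcription factor of the response to low oxygen, had a log2 fold change of 0.43 (adjusted p = 0.0472, limma, with 0.00713 to 1 across the alternatives). Its call was lost without ADSM library 1 (adjusted p = 0.0531, limma), ADSM library 3 (0.0678), ADSF library 2 (0.147), ADSF library 3 (0.141), NDSF library 1 (0.180) or NDSF library 2 (0.143). Without ADSF library 1 or NDSF library 3, 2 of the 12 were higher. Irg1, which makes itaconate, was 108 ± 36.3 in ADSM against 1.49 in ADSF and 0.946 in NDSF (log2 fold change -5.59 between ADSF and ADSM, adjusted p = 3.37e-06, limma).

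Of 17 immediate early genes, Jun, Junb, Egr1, Egr3, Ier2 and Atf3 were lower in ADSF than in NDSF (6 lower and 1 higher when adjusted over the list alone, limma's camera, adjusted p = 0.0378, adjusted p = 0.684 with an estimated correlation). This call was lost without ADSF library 1 (0.0776) or NDSF library 3 (0.478), and the 6 lower genes became 3 without ADSF library 1, ADSF library 2 or NDSF library 2. Without NDSF library 3, 2 were higher. Of 21 macrophage core genes 8 were lower and 1 was higher (10 lower and 1 higher when adjusted over the list alone, limma's camera, adjusted p = 0.0115, adjusted p = 0.684 with an estimated correlation). Here the call was lost without ADSF library 1 (0.0776) or NDSF library 1 (0.0641), and the 8 became 1 without ADSF library 1, ADSF library 2, NDSF library 1 or NDSF library 2. Of 30 lysosome genes Ctsd was higher and 4 were lower, among them Lamp2, Naglu and Cd63 (limma's camera, adjusted p = 0.0334, adjusted p = 0.777 with an estimated correlation), a call lost with edgeR (0.0589) and without ADSF library 1 (0.0653), NDSF library 1 (0.268) or NDSF library 2 (0.0922). The 4 lower lysosome genes became 17 without NDSF library 3, 1 without ADSF library 2 and 0 without ADSF library 3, NDSF library 1 or NDSF library 2, and Ctsd was not called without any 1 ADSF library or NDSF library 2.

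Lists of position and of other cell types went both ways between the fibroblasts. Of 17 limb position genes Meis2 was higher and Hoxa13, Pitx1 and Prrx1 were lower (limma's camera, adjusted p = 0.0697, adjusted p = 0.539 with an estimated correlation), and the list passed with only the 2 groups in the model (0.0398), thinned libraries (0.0453) and a pseudocount of 5 (0.0423). The 3 lower genes became 1 without ADSF library 3, NDSF library 1 or NDSF library 2, and Meis2 was not called without NDSF library 1 or 2. Of 10 mural and smooth muscle markers Acta2, Tagln and Cnn1 were higher and Rgs5, Des and Notch3 lower (4 higher and 4 lower when adjusted over the list alone, limma's camera, adjusted p = 0.902, adjusted p = 0.929 with an estimated correlation). These counts became 0 and 1 without NDSF library 1 or 2, and 1 was higher without ADSF library 2 or 3. The 10 tested markers summed to 18736 to 26578 in ADSF, 3960.1 and 4761 in NDSF libraries 1 and 2, and 13395 in NDSF library 3.

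Of 7 chondrocyte markers the type II collagen gene Col2a1 was higher in ADSF, at 1022 ± 396 against 249 ± 143 in NDSF (log2 fold change 2.09, standard error 0.387, adjusted p = 0.00560, limma), and Comp and Col11a2 were lower. The list had a median of 0.01 and a mean of -0.00, and limma's camera pointed down (adjusted p = 0.902, adjusted p = 0.929 with an estimated correlation). The 2 lower genes became 1 without ADSM library 3, ADSF library 1, ADSF library 3 or NDSF library 3 and 0 without ADSF library 2, NDSF library 1 or NDSF library 2. Of 6 osteoblast markers 1 was higher and Alpl, Ibsp and Phex were lower, with 1 lower without NDSF library 1 or 2 (limma's camera, adjusted p = 0.195, adjusted p = 0.684 with an estimated correlation). Of 6 osteoclast markers Car2 was higher (limma's camera, adjusted p = 0.826, adjusted p = 0.929 with an estimated correlation), and without any 1 library other than ADSF library 1 it was not called. None of 3 adipocyte markers was called by limma, edgeR or DESeq2 or at an unadjusted p under 0.05 (limma's camera, adjusted p = 0.826, adjusted p = 0.927 with an estimated correlation). The same tools called none of 2 Schwann cell markers and 2 histone genes, of which S100b had an unadjusted limma p under 0.05. No marker of T cells, B cells, neutrophils, erythroid cells or keratinocytes was high enough to be tested with limma. Their summed values were at most 13.1 for T cells, 1.84 for B cells, 35.0 for neutrophils and 2.40 for erythroid cells in any library. For keratinocytes they were 0 in ADSM, 4.98 to 14.9 in ADSF and 16.9 to 39.0 in NDSF.

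Against ADSM, complement and sublining genes were mostly higher in the fibroblasts. Of 12 complement genes 10 were higher in ADSF and 2 were lower, among them Colec12 (limma's camera, adjusted p = 0.0284, adjusted p = 0.512 with an estimated correlation), and 11 were higher in NDSF (limma's camera, adjusted p = 0.00159, adjusted p = 0.323 with an estimated correlation). Of 10 sublining markers 9 were higher in ADSF (limma's camera, adjusted p = 0.000139, adjusted p = 0.107 with an estimated correlation). Several macrophage genes named after their values were seen were near 0 in ADSM. C1qa was 0.346 in ADSM against 46.5 ± 6.86 in ADSF and 55.8 ± 26.7 in NDSF (log2 fold change 5.22 between ADSF and ADSM, adjusted p = 9.16e-07, limma), and Mrc1 was 1.26 against 17.6 ± 10.8 and 76.1 ± 37.6 (log2 fold change 2.98, adjusted p = 0.00124, limma). Pycard, the adaptor of inflammasomes, was listed at 0 in each ADSM library against 4.87 ± 5.28 and 13.1 ± 9.24. Cd74, the invariant chain of MHC class II, ran the other way at 579 ± 95.3 in ADSM, 5.36 ± 3.17 in ADSF and 5.79 ± 4.56 in NDSF (log2 fold change -6.63 between ADSF and ADSM, adjusted p = 1.45e-06, limma).

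Over the lists with at least 3 tested members, 34 in each comparison, limma's camera called 13 between ADSF and NDSF, 2 up and 11 down. With an estimated correlation the number called was 0, against 4 of 18 between ADSF and ADSM and 4 of 20 between NDSF and ADSM.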
